# Loss of MeCP2 in the rat models regression, impaired sociability and transcriptional deficits of Rett syndrome

**DOI:** 10.1093/hmg/ddw178

**Published:** 2016-06-30

**Authors:** Surabi Veeraragavan, Ying-Wooi Wan, Daniel R. Connolly, Shannon M. Hamilton, Christopher S. Ward, Sirena Soriano, Meagan R. Pitcher, Christopher M. McGraw, Sharon G. Huang, Jennie R. Green, Lisa A. Yuva, Agnes J. Liang, Jeffrey L. Neul, Dag H. Yasui, Janine M. LaSalle, Zhandong Liu, Richard Paylor, Rodney C. Samaco

## Abstract

Mouse models of the transcriptional modulator Methyl-CpG-Binding Protein 2 (MeCP2) have advanced our understanding of Rett syndrome (RTT). RTT is a ‘prototypical’ neurodevelopmental disorder with many clinical features overlapping with other intellectual and developmental disabilities (IDD). Therapeutic interventions for RTT may therefore have broader applications. However, the reliance on the laboratory mouse to identify viable therapies for the human condition may present challenges in translating findings from the bench to the clinic. In addition, the need to identify outcome measures in well-chosen animal models is critical for preclinical trials. Here, we report that a novel *Mecp2* rat model displays high face validity for modelling psychomotor regression of a learned skill, a deficit that has not been shown in *Mecp2* mice. Juvenile play, a behavioural feature that is uniquely present in rats and not mice, is also impaired in female *Mecp2* rats. Finally, we demonstrate that evaluating the molecular consequences of the loss of MeCP2 in both mouse and rat may result in higher predictive validity with respect to transcriptional changes in the human RTT brain. These data underscore the similarities and differences caused by the loss of MeCP2 among divergent rodent species which may have important implications for the treatment of individuals with disease-causing *MECP2* mutations. Taken together, these findings demonstrate that the *Mecp2* rat model is a complementary tool with unique features for the study of RTT and highlight the potential benefit of cross-species analyses in identifying potential disease-relevant preclinical outcome measures.

## Introduction

Rett syndrome (RTT, MIM 312750) is an X-linked neurodevelopmental disorder caused by mutations in *MECP2* (1). Typical RTT is characterized by a period of apparently normal development followed by the loss of acquired skills and a striking pattern of disease onset and progression (2,3). In addition, disease-causing *MECP2* mutations and genomic abnormalities have been reported in a wide range of disorders such as autism (4–6), schizophrenia (7–9), intellectual disability (10–12), developmental delay, obsessive compulsive disorder, attention deficit-hyperactivity disorder (13), and *MECP2* duplication syndrome (14–16), and have also been reported in individuals with mild cognitive and behavioural impairments (17–24). Thus, the true impact of *MECP2* mutations may be wider than is often appreciated, as suggested by work identifying common variants of *MECP2* as potential risk factors for autism and autism spectrum disorders (ASD) (25). Because of the overlapping disease features of RTT with other intellectual disabilities and autism spectrum disorders (IDD/ASD), therapeutic interventions that may help RTT phenotypes may also prove useful for the treatment of many neurodevelopmental and neurological conditions.

Recent studies in animal models have demonstrated that RTT may indeed be reversible; most notably, many features of the disorder are normalized in mouse models following re-expression of the *Mecp2* gene (26). Phenotypic deficits are also induced following deletion of the gene in adult mice, arguing that the disease is the result of functional abnormalities of neurons and/or neural circuits rather than abnormal development (27). Although many promising therapeutic leads (28–33) have emerged, the field must proceed with caution. Historically, the vast majority of experimental therapies for neurological disorders failed to translate successfully from animal models to human disease therapies for reasons such as sub-optimal animal models, poor study design, and the lack of rigorous evaluations (34–37).

Given these challenges and potential limitations of genetic mouse models (37–39), additional genetic mammalian model systems may provide powerful insight into alterations that are not always readily captured using the mouse, and importantly, may also be necessary for identifying needed preclinical measures. Rats provide an alternative rodent model and are currently the translational model system of choice for validation of therapeutic strategies (40). In addition, rats display sophisticated social and cognitive behaviours (41,42), some of which are not present in mice (43). The purpose of our study was to therefore determine the extent to which constitutive loss of MeCP2 in female rats recapitulates behavioural features of RTT. In addition, by studying the molecular consequences of loss of MeCP2 in a second mammalian rodent species, we may identify evolutionarily conserved alterations that may have better disease relevance to RTT pathogenesis.

## Results

### The *Mecp2* zinc-finger nuclease rat is a viable model for studies of MeCP2 loss-of-function

*Mecp2* rats were generated using a zinc-finger nuclease (ZFN) strategy (44) that resulted in a 71 base pair deletion within exon 4 and is predicted to result in an early stop codon at amino acid 245 (Supplementary Material, Fig. S1). Western blot analysis of forebrain tissue using a C-terminal anti-MeCP2 antibody demonstrated a complete loss of full-length MeCP2 in male rats lacking *Mecp2* (*Mecp2*^ZFN/y^) and an approximate 50% reduction in MeCP2 levels in female rats lacking one copy of *Mecp2* (*Mecp2*^ZFN/+^) (Figure 1A–C; Supplementary Material, Fig. S2A, B). However, quantification of *Mecp2e1* and *Mecp2e2* RNA isoforms by QPCR showed normal expression at the transcript level (Figure 1D), suggesting that modification of the endogenous rat *Mecp2* locus resulted in post-transcriptional loss of MeCP2 protein. Alterations in protein levels were confirmed by immunofluorescence (IF) staining of cortical tissue. Male *Mecp2*^ZFN/y^ rats showed a complete absence of MeCP2 in NeuN-positive cells as expected in male rats carrying only the mutant copy of *Mecp2* (Figure 1E,F). In contrast, female *Mecp2*^ZFN/+ ^rats demonstrated a heterogeneous pattern of MeCP2 expression as expected in females carrying one mutant and one normal copy of *Mecp2* (Figure 1G,H). In addition, quantification of MeCP2 staining in cortical tissue from female *Mecp2*^ZFN/+ ^rats also showed an approximate 50% reduction in MeCP2 IF signal intensity with approximately half of NeuN-positive cells expressing MeCP2 (Supplementary Material, Fig. S3). Furthermore, although the ZFN-induced deletion is predicted to result in a truncated protein, an N-terminal anti-MeCP2 antibody did not reveal any detectable product by Western blot (Supplementary Material, Fig. S2C) or IF staining (Supplementary Material, Fig. S2D). Together, these data indicate that despite normal *Mecp2* transcript levels, the *Mecp2* ZFN rat is a viable model to study the consequences of loss of MeCP2 protein.

**Figure 1.**
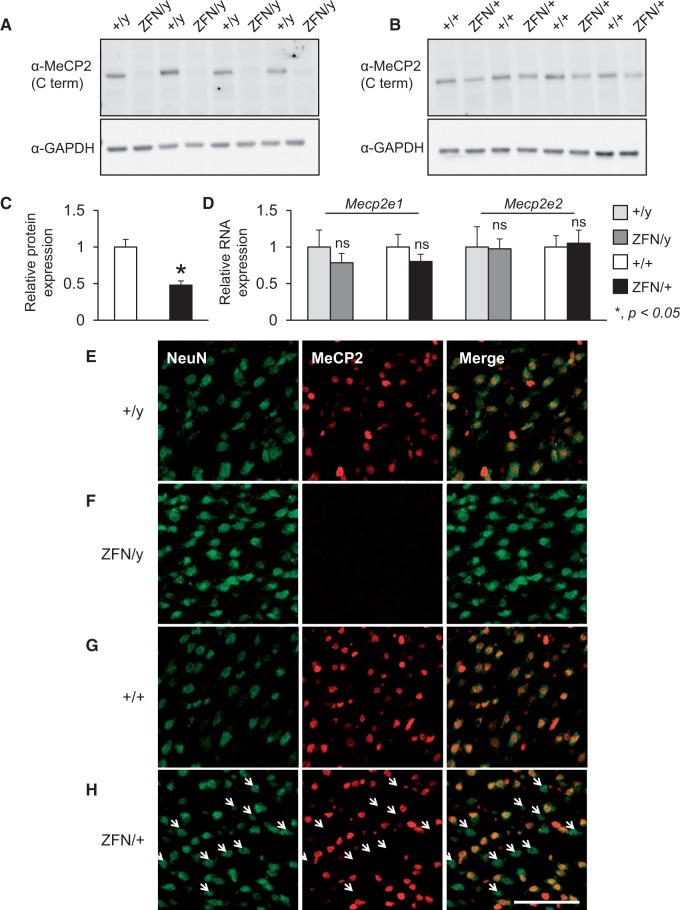
The *Mecp2* zinc-finger nuclease (ZFN) rat is a viable model to study the consequences of the loss of MeCP2 function. (**A–C**) Western blot analysis of brain tissue obtained from male *Mecp2*^ZFN/y^ (ZFN/y) and *Mecp2*^ZFN/+ ^(+/+) rats compared with corresponding male and female wild-type littermate male animals (*n =* 4 per genotype per sex). A C-terminal MeCP2 antibody does not detect MeCP2 in male *Mecp2*^ZFN/y^ rats (A). Female *Mecp2*^ZFN/+^rats display an approximate 50% reduction in MeCP2 protein levels (B, C). (**D**) ZFN targeting of the endogenous rat *Mecp2* locus does not alter *Mecp2* RNA expression levels of either the *Mecp2e1* or *Mecp2e2* isoforms in cortical tissue of male or female *Mecp2* rats as measured by quantitative real-time RT-PCR (*n =* 4 per genotype per sex). (**E–H**) Representative images of immunofluorescence staining of cortical tissue using a C-terminal MeCP2 antibody detects MeCP2 (red) in NeuN-positive cells (green) in male wild-type littermate rats (+/y) (E), but not male *Mecp2*^ZFN/y^ rats (ZFN/y) (F). Female wild-type littermate rats (+/+) show normal MeCP2 staining (G); in contrast, female *Mecp2*^ZFN/+^rats (ZFN/+) show a mosaic pattern of MeCP2 expression (H). Quantification of MeCP2 signal intensity in female *Mecp2*^ZFN/+^rats compared with female wild-type littermate rats confirms an approximate 50% reduction in MeCP2 levels, confirming observations by Western blot analysis; MeCP2 is detected in approximately half of NeuN-positive cells (Supplementary Material, Figure S3). White arrows indicate the loss of MeCP2 in NeuN-positive cells, scale bar indicates 100 µm. +/y, male wild-type littermate, +/+, female wild-type littermate; ZFN/y, *Mecp2*^ZFN/y^; ZFN/+, *Mecp2*^ZFN/+;^ *P < 0.05; ns, not significant.

### Female *Mecp2*^ZFN/+ ^rats model regression and juvenile play deficits

To determine the neurobehavioural consequences of loss of MeCP2 in the rat, we used assays that may be well-suited to testing specifically in the laboratory rat, as well as conventional tests of behaviour in rodents. It is noteworthy that the rat was the model organism primarily used for rodent behavioural studies (45), especially learning and memory test paradigms, prior to the advent of genetic engineering that made manipulations of the mouse genome straightforward. As genetic tools in the mouse evolved, assays used for behaviour in the rat were adapted, developed and improved for comparable studies in the mouse (46,47).

Our studies primarily focused on measurements that were either initiated in juvenile female rats and examined longitudinally through young adulthood, or restricted to juvenile ages. Studying young female *Mecp2*^ZFN/+ ^rats, as opposed to male *Mecp2*^ZFN/y^ rats, is the sex-appropriate disease model for the evaluation of neurobehavioural deficits of clinical relevance to RTT (48). In addition, we selected juvenile ages, in contrast to the adult time points used in the majority of behavioural studies of *Mecp2* mouse models, as the focus of our work was to determine whether female *Mecp2*^ZFN/+ ^rats display behavioural problems during the early stages of life that would better reflect clinical manifestations that occur in young girls with RTT. Two cohorts of female animals were generated to evaluate potential behavioural impairments: one cohort for modelling psychomotor regression, and a separate cohort for investigating the impact of MeCP2 deficiency on multiple behavioural domains.

Although MeCP2 deficiency in mice results in broad neurobehavioural impairments (29,48–56), it is unclear whether *Mecp2* mouse models display psychomotor regression, a key feature of RTT that is also observed in other IDD/ASD (57). Regression in RTT is clinically defined as the loss of *acquired* skills such as purposeful hand use or language (57). *Mecp2* mouse models show a worsening of specific phenotypes over time, such as generalized exploratory activity in an open arena, or coordination and balance in assays of motor function (49). However, the initial identification and subsequent worsening of a phenotype that model disease *progression* may not specifically reflect psychomotor *regression* in RTT. Therefore, we set out to determine whether *Mecp2* rats displayed regression of an acquired fine motor skill. In a cohort of animals tested longitudinally, naïve young female *Mecp2*^ZFN/+ ^rats and wild-type littermates were trained in a seed opening task at 4 weeks of life, and their ability to open the seeds was evaluated through 9 weeks of life. During the training phase, we found that both groups of rats showed a significant improvement, i.e. reduction in the time spent opening seeds, and similar rate of acquiring the ability to open the seeds across the four days of training (Figure 2A). Furthermore, a significant difference in performance on the first day compared to the fourth day of training was observed independent of genotype (Figure 2A). The ability to acquire and perform in this forepaw skill task was therefore normal for young female *Mecp2*^ZFN/+ ^rats in this cohort of animals tested despite evidence showing reduced generalized exploratory activity in the open field arena (Figure 2B) at the same age of life. To determine whether this acquired skill was maintained over time, rats were tested in a single trial at 7 and at 9 weeks of life. We found that *Mecp2*^ZFN/+ ^rats and wild-type littermates performed equally well at 7 weeks of life (Figure 2C); however, at 9 weeks of life, *Mecp2*^ZFN/+ ^rats showed a loss of this learned skill, spending a significantly longer amount of time to open seeds (Figure 2D). Taken together, these data suggest that psychomotor regression can indeed be modelled in female *Mecp2*^ZFN/+ ^rats.

**Figure 2.**
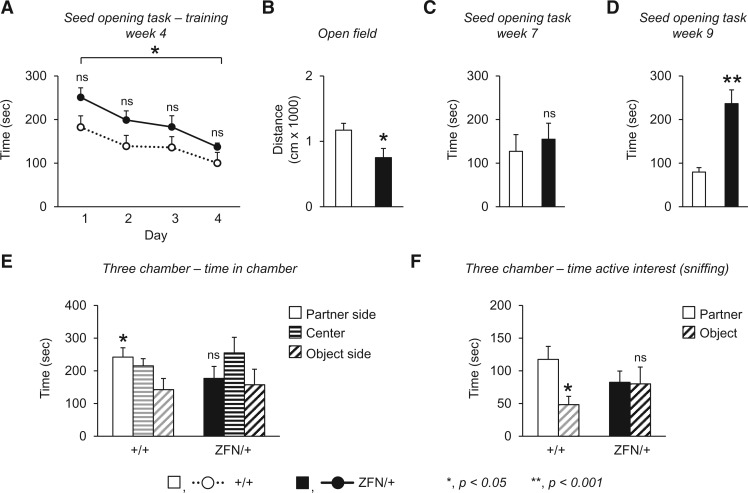
Female *Mecp2*^ZFN/+ ^rats display psychomotor regression and impaired sociability. (**A–D**) Both female *Mecp2*^ZFN/+^rats (ZFN/+) and female wild-type (+/+) littermates were trained in the seed task assay, a test of fine forepaw motor function, at 4 weeks of life, and then evaluated at 7 and 9 weeks of life. Female *Mecp2*^ZFN/+^rats and wild-type littermates performed similarly in their ability to open seeds at 4 weeks of life (A), in spite of reduced general activity in the open field at the same time point as observed in a separate cohort of rats (B). At 7 weeks of life, no difference was observed in the same task (C). At 9 weeks of life, *Mecp2*^ZFN/+^rats appeared to lose the ability of this learned skill, spending significantly more time to open the seeds (D). (**E, F**) In the three chamber test, female wild-type littermates show the expected pattern of normal sociability, spending more time in the chamber containing the novel partner compared with the chamber containing the novel object; in contrast, female *Mecp2*^ZFN/+ ^rats show the conventional definition of impaired sociability (60), spending a comparable time in the chambers containing the novel partner and novel object (E). In addition, female *Mecp2*^ZFN/+^rats do not display a difference in time spent actively investigating, i.e. sniffing, the partner or object (F). *P < 0.05; **P < 0.001; ns, not significant, *n =* 12 per genotype for seed opening task; 9–13 per genotype for three chamber test. A complete statistical summary of behavioural data is provided in Supplementary Material, Table ST12.

To test whether *Mecp2* rats can also model additional neurobehavioural features of RTT that have been challenging to study in mice, we evaluated the features of social behaviour in female *Mecp2*^ZFN/+ ^rats and wild-type littermates during the course of studying multiple behavioural domains in a separate cohort of animals not used for the seed opening task study. Although not among the primary diagnostic symptoms of RTT (58), deficits in sociability are prominent, may persist throughout childhood (59), and have been reported in individuals with disease-causing *MECP2* mutations in the absence of a clinical RTT diagnosis (2,17). These clinical findings suggest that impaired social behaviour is an important aspect of MeCP2 disorders. Mice lacking MeCP2, however, demonstrate a reduction in social approach behaviour but do not display the conventional definition of impaired sociability in the three chamber test, an established assay commonly implemented in studies of social behaviour in genetic mouse models (49,60–62). Therefore, we evaluated the performance of juvenile rats in this assay (61) developed for use with mice, and in a social interaction test paradigm that would allow us to take advantage of the rich behavioural repertoire offered by the laboratory rat. In the three chamber test, we found that female wild-type littermate rats exhibit a pattern of normal sociability, spending more time in the chamber side containing the novel conspecific partner compared with the chamber side containing the novel object (Figure 2E); in contrast, female *Mecp2*^ZFN/+ ^rats display the conventional definition of impaired sociability spending a comparable amount of time in the chamber sides containing the partner and object (Figure 2E). Evaluation of the time spent actively interested, i.e. sniffing, the novel partner or object, confirmed the findings from analyzing the chamber time alone (Figure 2F).

To further refine the nature of the social behaviour deficit of female *Mecp2*^ZFN/+ ^rats beyond a simple evaluation of indirect social interest, we performed a direct social interaction test that evaluated both general social and juvenile-specific play behaviours (62). Normally, rats in direct contact with each other display social interaction patterns that include age-restricted rough-and-tumble play behaviour (41,43,62,63). We found that juvenile female *Mecp2*^ZFN/+ ^rats engage their conspecific partners less in both generalized contact and specific juvenile play behaviours compared with female wild-type littermate rats (Figure 3A–C). ‘Contact’ behaviour of female *Mecp2*^ZFN/+ ^rats, defined as the test subject’s paw touching the conspecific juvenile partner’s body, was reduced in both the number of events observed as well as the duration of the contact behaviour (Figure 3A). Similarly, female *Mecp2*^ZFN/+ ^rats also displayed a reduction in the number of events and duration of the play behaviours ‘nape/pouncing’ and ‘wrestling’ (Figure 3B,C). In contrast, other play behaviours such as ‘tail tug’, ‘pin’ and ‘crawl’ were normal in comparison to wild-type littermate rats (Figure 3D–F). To ensure the selective deficits in aspects of play behaviour were not due to broad deficits in olfaction, movement, or general activity during the assay, we evaluated sniffing, following/chasing, self-grooming, passive non-social, and active/exploratory non-social behaviours and found that female *Mecp2*^ZFN/+ ^rats did not show differences in these control parameters in comparison to wild-type littermates (Figure 3G–K). In addition, olfaction in both non-social and social odour comparisons revealed normal novel versus familiar odour discrimination indices (Figure 3L), indicating that the impairments in overall sociability and play behaviour were not due to problems in gross olfaction.

**Figure 3.**
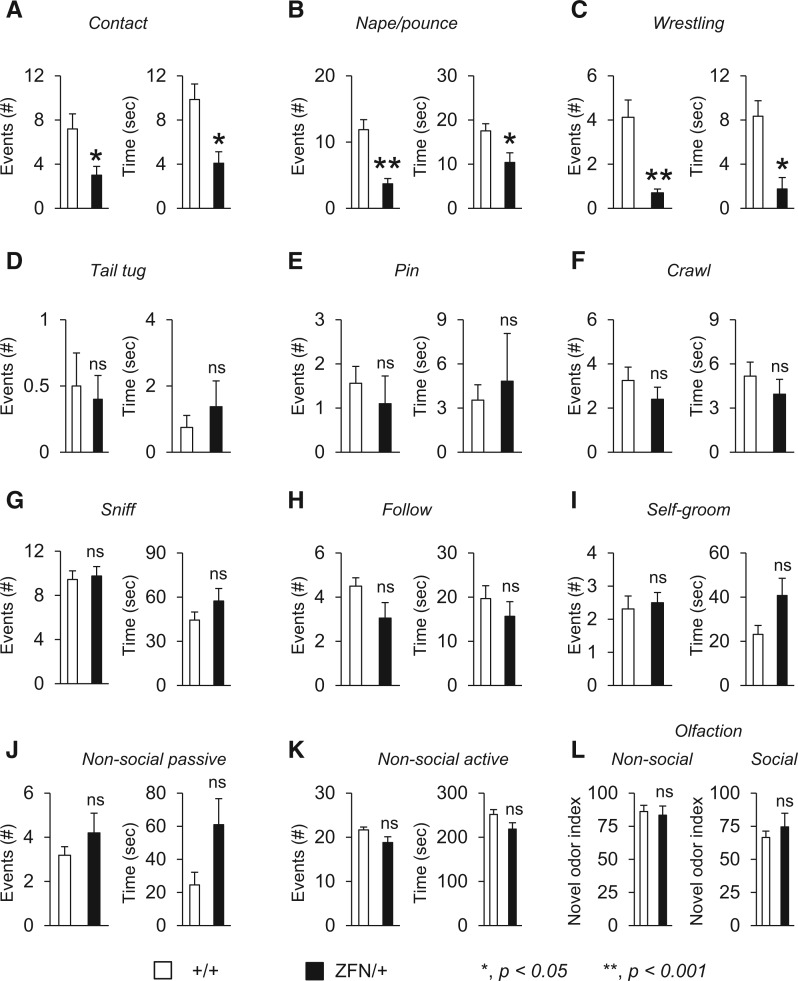
Juvenile female *Mecp2*^ZFN/+ ^rats display selective deficits in aspects of play behaviour. (**A–C**) In a test for direct social interaction, female *Mecp2*^ZFN/+ ^(ZFN/+) rats in comparison with female wild-type littermates (+/+) showed a reduction in the number of events and duration of activity for general paw contact (A), nape/pounce behaviour (B) and wrestling (C) when paired with a conspecific partner rat of the same sex and age. (**D–H**) In contrast, other aspects of play behaviour directed at conspecific partner rats such as tail tugging (D), pinning (E), crawling over-and-under (F), sniffing (G) and following (H) were normal. (**I–K**) As a control, evaluations of self-grooming, non-social passive behaviour and non-social active behaviour such as digging and general exploratory activity demonstrated comparable activity for both female *Mecp2*^ZFN/+ ^and wild-type littermate rats during the test period. (**L**) Furthermore, no differences were observed in social odour discrimination, indicating that the loss of MeCP2 in female rats does not alter gross olfaction. *P < 0.05; **P < 0.001; ns, not significant, *n =* 8–10 per genotype. A complete statistical summary of behavioural data is provided in Supplementary Material, Table ST12.

### Juvenile female *Mecp2*^ZFN/+ ^rats display additional behavioural abnormalities that are either consistent with or different from previous studies of *Mecp2* mouse models

To further identify similarities and/or differences among *Mecp2* rat and mouse models, the female animals evaluated for social behaviour were also tested for impairments in anxiety-like behaviour, sensorimotor gating, learning and memory, and perseverative behaviour. Although fear conditioning studies in *Mecp2* mouse models have demonstrated reduced contextual fear and normal cued fear memory in adult animals (49,51,53,64), we found that juvenile female *Mecp2*^ZFN/+ ^rats displayed enhanced contextual fear memory (Figure 4A), yet normal cued fear memory (Figure 4B). Increased anxiety-like behaviour is one potential confound that may contribute to enhanced freezing behaviour; however, juvenile female *Mecp2*^ZFN/+ ^rats in comparison with wild-type littermate rats displayed reduced anxiety-like behaviour in the elevated circle maze, spending more time in the lit areas of the circle maze compared with wild-type littermates (Figure 4C). Reduced anxiety-like behaviour is consistent with reported studies in *Mecp2* mouse models (49,51) and suggests that the enhanced contextual fear memory observed in young female *Mecp2*^ZFN/+ ^rats is not due to increased anxiety-like behaviour; however, these findings may be potentially confounded by gross motor deficits suggested by the decrease in activity observed in the open field (Figure 2B). Finally, the female juvenile *Mecp2*^ZFN/+ ^rats performed normally in evaluations of sensorimotor gating such as prepulse inhibition of the acoustic startle response (Figure 4D,E), and in the wood block chew assay, a measurement of perseverative behaviour (62) (Figure 4F). A table summarizing the neurobehavioural phenotypes of female *Mecp2*^ZFN/+ ^rats in comparison with the onset and nature of phenotypes in female mice harbouring the *Mecp2-*null mouse alleles (50–53,65) is shown in Table 1.

**Figure 4.**
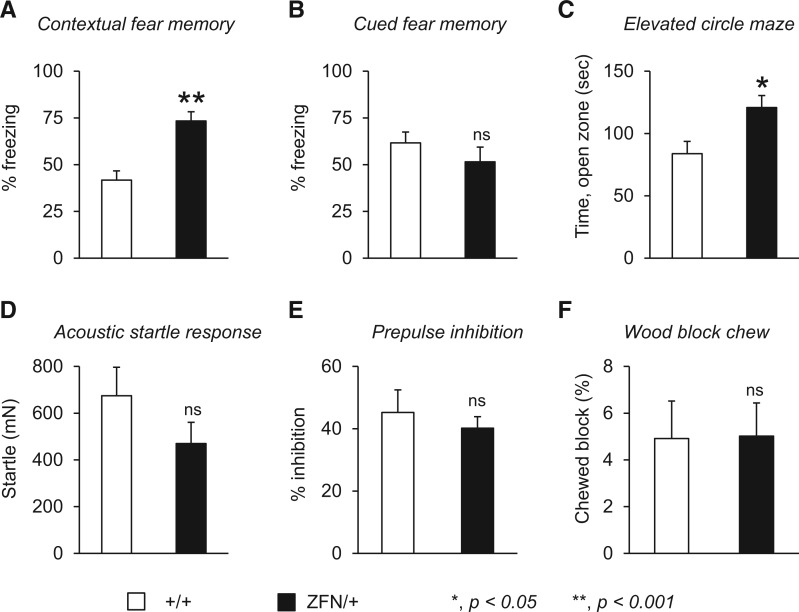
Juvenile female *Mecp2*^ZFN/+ ^rats display alterations in fear memory and anxiety-like behaviour but normal sensorimotor gating and perseverative behaviour. (**A, B**) Juvenile female *Mecp2*^ZFN/+ ^rats (ZFN/+) display increased freezing behaviour compared with female wild-type littermates (+/+) when tested for contextual (A) but not cued fear memory (B). (**C**) Juvenile female *Mecp2*^ZFN/+ ^rats compared with female wild-type littermates spend more time in the open zones of the elevated circle maze. (D, E) Acoustic startle (**D**) and prepulse inhibition of the startle response (**E**) are normal in juvenile female *Mecp2*^ZFN/+ ^rats. (**F**) In a test for perseverative behaviour, juvenile female *Mecp2*^ZFN/+ ^rats and female wild-type littermates do not display differences in chewing a wooden block. *P < 0.05; **P < 0.001; ns, not significant, *n =* 9–13 per genotype. A complete statistical summary of behavioural data is provided in Supplementary Material, Table ST12.

**Table 1.** Comparison of the juvenile neurobehavioural phenotypes in rodent models of Rett syndrome

	Female juvenile RTT rat	Earliest reported onset in female RTT mice	
	Loss-of-function	Null	
Behavioural domain	*Mecp2* ZFN allele	*Mecp2* Tm1.1Bird (deletion exon3-4) allele	*Mecp2* Tm1.1Jae (deletion exon3) allele
Regression of forepaw use	Normal, 4 & 7 wk; impaired 9 wk	N.E.	N.E.
Sociability	Impaired, ∼ 4 wk	Moderate impairment, 12 wk	N.E.
Anxiety-like behaviour	Reduced, ∼ 3 wk	Reduced, 5 wk	Reduced, 8 wk
Locomotor activity	Reduced, ∼ 4 wk	Reduced, 12 wk	Reduced, 5-6 wk
Sensorimotor gating	Normal, ∼ 5 wk	Altered, 7 wk	N.E.
Contextual fear memory	Enhanced, 5 wk	Impaired, 8 wk	Normal, 6 wk
Cued fear memory	Normal, 5 wk	Normal, 8 wk	Normal, 6 wk
Olfaction	Normal, ∼ 6 wk	Normal, 12 wk	N.E.
Perseverative behaviour	Normal, 6 wk	N.E.	N.E.

Summary of the findings from our studies of juvenile female *Mecp2*^ZFN/+ ^rats compared with published reports on the age of onset and nature of deficits reported in female mice that have either one copy of the *Mecp2*^Tm1.1Bird^ allele (49,50), or one copy of the *Mecp2*^Tm1.1Jae^ allele (51–53). wk, week; N.E., not evaluated or reported.

### Comparative gene expression studies demonstrate the value of evaluating both *Mecp2* rodent models in parallel

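RNA was sequenced from the hypothalamus of 8 male Sprague-Dawley rats at 6 weeks of life, 4 Mecp2 ZFN/y rats and 4 wild-type littermates (+/y), with 1 library per animal. Mecp2 ZFN/y rats carry an Mecp2 allele made with zinc-finger nucleases, engineered enzymes that cut DNA at a chosen site, and lack the normal MeCP2 protein. Ribosomal RNA was removed before library preparation, and paired-end reads of 100 bases were generated. The authors trimmed the first 10 bases of each read at the 5' end, aligned the reads to the rat genome RGSC3.4 with TopHat 1.4.1, and counted with HTSeq the reads over the union of the exons of each gene. The deposited values are whole, unnormalized counts for 29516 Ensembl rat genes. The paper gives a depth of about 70 to 90 M reads generated per sample, whereas the values here rest on the reads counted to genes. These were 36593760, 42620046, 38668368 and 41669342 in wild-type replicates 1 to 4, and 42837838, 35186268, 42019892 and 40624827 in Mecp2 ZFN/y replicates 1 to 4. Counted reads did not separate the genotypes (mean ± SD 39887900 ± 2767480 in wild-type and 40167200 ± 3444020 in Mecp2 ZFN/y, n = 4 each, exact permutation test, two-sided p = 0.914). In Mecp2 ZFN/y replicate 4, 36.5% of the reads assigned by position fell outside annotated exons, against 31.0% to 31.8% in the other 3 Mecp2 ZFN/y libraries and 30.9% to 32.7% in the wild-type libraries.
From these counts, genes passing edgeR's default filter (filterByExpr, a minimum count of 10) were scaled by TMM and compared between genotypes with edgeR's quasi-likelihood test, and a gene was called changed at a Benjamini-Hochberg adjusted p under 0.05 with no minimum fold change. This left 16923 tested genes. Levels are given as CPM, counts divided by the TMM-scaled library total, as mean ± SD over the 4 animals of a genotype, and log2 fold changes are Mecp2 ZFN/y over wild-type with their standard error (SE). The count files carry Ensembl identifiers alone, so gene names come from Supplementary Tables ST1 to ST8, which pair identifiers with symbols for the genes the study called altered. Of these tables, 395 of the 397 rows of Table ST1 and 224 of the 225 rows of Table ST5 were used here. Genes outside these tables have no name here, and Mecp2 itself, which is not in them, was not analysed here. The strand setting of the counting is not given in the sources used here, so how reads of overlapping genes on opposite strands were assigned is not known.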

To determine whether the *Mecp2* rat model also demonstrates molecular changes that either parallel or differ from those reported in *Mecp2* mice, we compared the transcriptomes of *Mecp2* rats and mice (66–69). For these studies, we reasoned that using male *Mecp2*^ZFN/y^ rats completely lacking MeCP2 would provide a direct comparison with previously published data on *Mecp2*^Tm1.1Bird/y^ mice (66,69), the most commonly used *Mecp2-*null mouse allele (50). 

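The hypothalamus of Mecp2 ZFN/y rats differed from that of wild-type littermates in 1792 of 16923 tested genes (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), of which 928 were higher and 864 were lower. The gene with the lowest p was Calb2 (ENSRNOG00000016977), which encodes the calcium-binding protein calretinin. Its level fell from 430.2 ± 16.5 CPM in wild-type to 215 ± 8.18 CPM in Mecp2 ZFN/y (SD, n = 4 each), a log2 fold change of -1.003 (SE 0.0411, adjusted p = 3.38e-06 from edgeR). Prph, encoding the neuronal intermediate filament peripherin, fell by a log2 fold change of -0.91 (SE 0.0521, adjusted p = 4.61e-05 from edgeR), and Oprk1, the kappa opioid receptor, by -0.66 (SE 0.0457). Coro1a, encoding the actin-binding protein coronin 1A, had a log2 fold change of -0.62 (SE 0.0430). Among the genes that rose, Cds1, an enzyme of phosphatidylinositol synthesis, went from 106 ± 3.13 to 188 ± 13.4 CPM (SD, n = 4 each), with a log2 fold change of 0.83 (SE 0.0510, adjusted p = 5.26e-05 from edgeR). Bmper, an extracellular regulator of BMP signalling, and Sdk1, an adhesion molecule of synapses, rose by log2 fold changes of 0.91 (SE 0.0591) and 0.92 (SE 0.0592). In Prph, Mecp2 ZFN/y replicate 3 lay apart from its group at 27.0 CPM. In Bmper, wild-type replicate 3 lay apart from the other wild-type libraries at 10.3 CPM, still below every Mecp2 ZFN/y library.
In 2836 of the 16923 tested genes, all 4 Mecp2 ZFN/y animals lay on the same side of all 4 wild-type animals, where chance puts 2.86% of genes without a difference. Of these, 1706 were among the 1792 changed genes, which were selected for a difference between the genotypes. Without Mecp2 ZFN/y replicate 4, the library with the highest share of reads outside exons, 2820 genes were changed. The count was 1034, 1046 and 1178 without wild-type replicate 1, 2 or 3, and 1031 and 1041 without Mecp2 ZFN/y replicate 1 or 2, each with fewer animals in the test. From all 8 libraries, limma-voom with quality weights called 3255 genes, and edgeR with the replicate number as a block called 1092.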

We found that in contrast to the thousands of gene expression alterations previously reported in the hypothalamus of *Mecp2*^Tm1.1Bird/y^ mice (NULL) using both array- and sequencing-based technologies, RNA-seq analysis of *Mecp2*^ZFN/y^ rat hypothalamus revealed a total of 1,268 significantly altered gene expression changes (Figure 5A). 

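Most changed genes differed by less than a factor of 2 between genotypes. Of the 1792 changed genes, 1729 (96.5%) had a log2 fold change between -1 and 1, 57 fell further and 6 rose further. The strongest decrease was that of Gast (ENSRNOG00000014740), the gene of the peptide hormone gastrin, with a log2 fold change of -2.55 (SE 0.228, adjusted p = 0.000210 from edgeR's quasi-likelihood test). Decreases of more than a factor of 2 were also seen for Krt17, a keratin, at -1.41 (SE 0.165), and for Slc5a7, the choline transporter of cholinergic neurons, at -1.36 (SE 0.268). Krt17 was covered by few reads, with 1.62 CPM in wild-type and 0.605 CPM in Mecp2 ZFN/y. The strongest increase was that of Pvalb, encoding the calcium-binding protein parvalbumin, at a log2 fold change of 1.22 (SE 0.227, adjusted p = 0.00833 from edgeR's quasi-likelihood test), with wide variation among the Mecp2 ZFN/y animals (69.2 to 168 CPM, against 45.3 to 52.7 CPM in wild-type). Of 13 markers of the thalamus, a neighbouring region, 3 have a name here: Pvalb and Scn4b rose and Calb2 fell. Zbtb16, a transcription factor, and L3mbtl4, a chromatin reader, rose by 1.15 (SE 0.211) and 1.06 (SE 0.132). In Zbtb16, wild-type replicate 2 lay apart from the other wild-type libraries at 8.45 CPM.
The median log2 fold change was 0.27 among the 928 genes that rose and -0.37 among the 864 that fell.

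**Figure D1:**
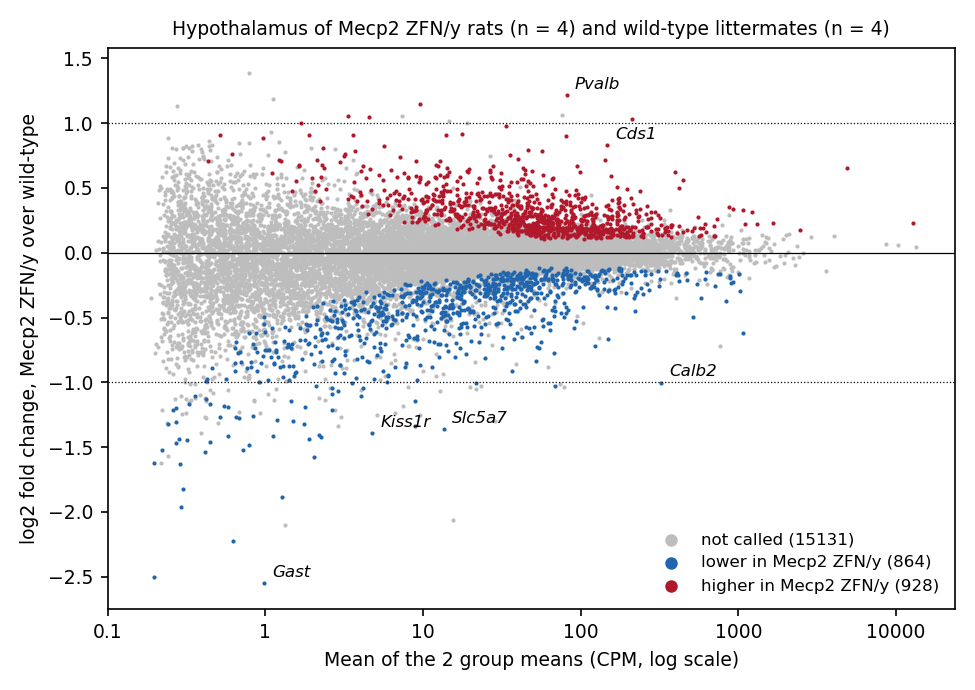
Log2 fold change of each of the 16923 tested genes (vertical axis, Mecp2 ZFN/y over wild-type) against the mean of its 2 group means in CPM (horizontal axis, log scale), with 1 point per gene. Red points are the 928 genes that rose, blue points the 864 that fell and grey points the 15131 that did not pass edgeR's test, and the dotted lines mark log2 fold changes of -1 and 1. Blue points reach further from 0 than red ones, down to -2.55 for Gast, while Pvalb at 1.22 is the highest red point.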

Similar to previous studies in the mouse, the magnitude of fold changes were not dramatic, with gene expression changes within the range of approximately log_2 _±_ _2 (Figure 5A; Supplementary Material, Tables ST1-8). However, unlike *Mecp2* mouse models that showed a disproportionate number of up-regulated compared with down-regulated gene expression changes in the hypothalamus (66,69), *Mecp2*^ZFN/y^ rats appear to have an approximate equal balance of alterations (638 down-regulated versus 630 up-regulated genes; Figure 5B,C; Table 2).

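In the counts analysed here, 928 genes (51.8% of those changed) were higher and 864 were lower in Mecp2 ZFN/y hypothalamus. Genes that rose were expressed at a median of 51.5 CPM and genes that fell at a median of 18.4 CPM. Among abundant genes, Gabbr1, a subunit of the GABA-B receptor, fell from 1129 ± 33.4 to 921 ± 47.2 CPM (SD, n = 4 each; log2 fold change -0.29, SE 0.0449), and Aqp4, the water channel of astrocytes, from 991 ± 23.6 to 849 ± 33.9 CPM (log2 fold change -0.22, SE 0.0396). Rbfox1, a regulator of splicing in neurons, rose from 135 ± 6.88 to 180.0 ± 9.11 CPM (log2 fold change 0.41, SE 0.0481). The balance depended on the size of the change and on the scaling: at 1.5-fold or more, 77 genes rose and 215 fell, and with total counts in place of TMM, 740 rose and 1051 fell (41.3% up). Setting the numbers of up- and down-regulated genes beside the disproportionate number of up-regulated genes reported in Mecp2 mouse hypothalamus, the paper states that alterations in the rat appear approximately balanced.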

**Figure 5.**
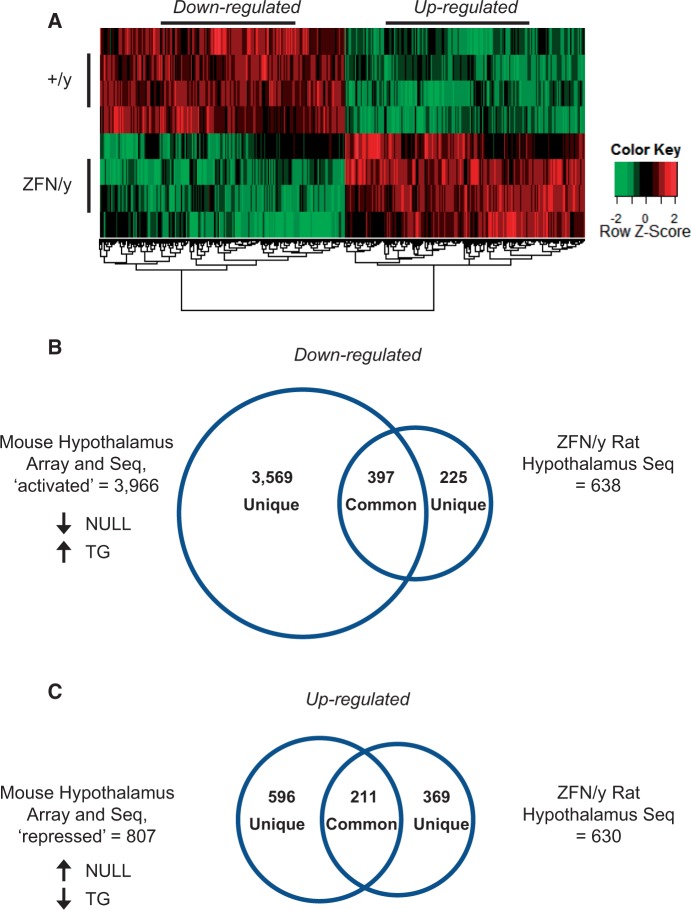
Transcriptional profiling of the hypothalamus using RNA-seq highlights the similarities and differences between transcriptional changes in *Mecp2* rodent models. (**A**) Transcriptional profiling of *Mecp2*^ZFN/y^ (ZFN/y) and wild-type male (+/y) littermate rat hypothalamus reveals an approximate equal distribution of gene expression alterations (638 up-regulated and 630 down-regulated, Bonferroni-adjusted *p* value (*q*) < 0.05). The heat map shown displays baseline expression in +/y animals (top row) relative to altered expression in ZFN/y animals (bottom row) with each row indicating a single animal. (**B, C**) Rat RNA-seq data were compared with existing transcriptional data sets for the hypothalamus of *Mecp2*^Tm1.1Bird/y^ (NULL) and *MECP2-*TG (TG) mice. The overlap in the number of genes altered between *Mecp2* rats and mice is shown, comparing genes down-regulated in rat to genes decreased in NULL/increased in TG, i.e. ‘activated’, defined as decreased in the absence of MeCP2 and increased in the presence of excess MeCP2’ (66,69) (B), and genes up-regulated in rat to genes increased in NULL/decreased in TG, i.e. ‘repressed’, defined as increased in the absence of MeCP2 and decreased in the presence of excess MeCP2 (66, 69) (C). Within these categories, a fraction of genes changed in the ZFN/y rat were either changed in NULL only, changed in TG but not NULL, or changed in other brain regions such as the cerebellum and hypothalamus as previously reported (67, 68), and these changes were either identical or opposite from NULL and TG findings (Table 2). The number of gene expression alterations that were uniquely altered in the MeCP2 rat and mouse models is also shown (B, C). A complete list of gene expression changes in ZFN/y rats identified by RNAseq and compared with existing mouse gene expression datasets is provided in Supplementary Material, Tables ST1-8, gene ontology terms associated with commonly affected gene expression alterations among *Mecp2* rodents and uniquely affected in the *Mecp2* ZFN/y rat are provided in Supplementary Material, Tables ST9, ST10.

**Table 2.** Summary of gene expression alterations in *Mecp2* rat hypothalamus and comparison with findings from *Mecp2* mouse hypothalamus

Total expression changes in ZFN/y Rat HYP (#)		SHARED					UNIQUE
		Common to ZFN/y Rat & Mouse NULL/TG HYP				Changed in ZFN/y Rat & Mouse CER or AMY, not HYP	Unique to ZFN/y Rat HYP
			Changed in Rat & TG, not NULL	Opposite from NULL or like TG	Opposite from NULL & TG		
**DOWN**	638	397	29	4	0	16	225
**UP**	630	211	32	22	1	50	369
**Grand total**	1268	608	61	26	1	66	594
	**Percent of total (%)**	47.95	4.81	2.05	0.08	5.21	46.85

Table summarizing the total number of gene expression changes identified by RNAseq in the hypothalamus of *Mecp2*^ZFN/y^ rats (ZFN/y) in comparison with reported findings from either array or RNAseq data in *Mecp2* mice (66–69). Expression changes are categorized according to whether they are ‘shared’ between *Mecp2* rats and mice from our analysis, or are ‘unique’ changes identified only in ZFN/y rats. The genes among the ‘shared’ category indicate the number of genes that are common to the *Mecp2* rat and *Mecp2* mouse (NULL) models, unique to the rat model, changed in the rat and the *MECP2*-TG model (TG), opposite from findings in the NULL or showing an expression difference as observed in the TG, opposite from both NULL or TG, or changed in the rat and in other brain regions of the NULL, but not the hypothalamus.

With respect to the shared gene expression changes between *Mecp2* mouse and rat, approximately one-half of expression alterations (47.95%, or 608 genes) were changed in the same direction as reported in *Mecp2* mouse models. These genes were previously defined as either ‘repressed’ or ‘activated’ according to opposing expression patterns in the hypothalami of NULL mice compared with mice that overexpress MeCP2 (TG) (66,69) (397 down-regulated and 211 up-regulated genes; Figure 5B,C; Supplementary Materials, Tables ST1,ST2). 

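Of the 1792 genes changed in the counts, 1215 are listed in Supplementary Tables ST1 to ST8, and 592 of these (48.7%) stand in Tables ST1 and ST2, which hold the genes shared with Mecp2 mice in the same direction. A gene can stand in more than one of the 8 tables, and since the 1215 genes are those the tables list, the shares given here follow the make-up of the tables. Of 25 genes reported as MeCP2 targets in mouse brain, 10 have a name here, and 4 were higher and 6 lower in Mecp2 ZFN/y hypothalamus. Sst, encoding the neuropeptide somatostatin, fell from 56.5 ± 3.38 to 37.9 ± 4.85 CPM (SD, n = 4 each), a log2 fold change of -0.58 (SE 0.0829, adjusted p = 0.00229 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Fkbp5, a glucocorticoid-induced chaperone partner, rose from 26.6 ± 4.00 to 45.1 ± 7.83 CPM (SD, n = 4 each), a log2 fold change of 0.76 (SE 0.131, adjusted p = 0.00579 from the same edgeR test). The names of these lists come from tables of genes the study called in these same animals, so the counts of changed members are not independent evidence of a direction, and unnamed members could not be counted.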

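All 392 tested genes of Table ST1 were lower and all 211 of Table ST2 were higher in Mecp2 ZFN/y, and 382 and 210 of them passed edgeR's test. Tables ST1 to ST8 hold the paper's calls on these same libraries, so the directions given per table are not independent evidence. The genes of Table ST1 include hypothalamic neuropeptides and hormones. Of 52 such genes, 14 have a name here, of which 13 fell and none rose, and all but Galp of the 13 stand in Table ST1. Tac1, the precursor of substance P, fell from 68.3 ± 4.36 to 40.9 ± 5.01 CPM (SD, n = 4 each), a log2 fold change of -0.74 (SE 0.0825, adjusted p = 0.000625 from edgeR's quasi-likelihood test). Calca, the precursor of calcitonin and CGRP, and Pnoc, the precursor of nociceptin, had log2 fold changes of -1.03 (SE 0.117) and -0.76 (SE 0.0946). Ghrh, encoding growth hormone-releasing hormone, was the named member that did not pass (3.82 CPM in wild-type and 2.41 CPM in Mecp2 ZFN/y, adjusted p = 0.0513 from edgeR). Receptors of Table ST1 that fell include Gipr, the receptor of the gut hormone GIP, at -1.11 (SE 0.0973), Hcrtr1, an orexin receptor, at -0.998 (SE 0.0961), and Drd5, a dopamine receptor, at -0.86 (SE 0.133). Of Table ST2, Grin2a, a subunit of the NMDA receptor, rose by 0.55 (SE 0.0959) and Chrm3, a muscarinic acetylcholine receptor, by 0.44 (SE 0.0514).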

Among this set of commonly altered genes, some alterations in the rat (4.81%, or 61 genes) overlapped with findings in TG mouse hypothalamus alone (66,69), but were not previously reported as altered in NULL mice (29 down-regulated and 32 up-regulated genes; Table 2, and noted in Supplementary Material, Tables ST1, ST2). In addition, only a small fraction of expression changes in the *Mecp2*^ZFN/y^ rat (2.05%, or 26 genes) were directionally opposite of observations in NULL mouse hypothalamus or in the same direction as TG mice (66,69) (4 down-regulated and 22 up-regulated genes; Table 2; Supplementary Material, Table ST3), and only one gene showed an expression difference that was opposite of both *Mecp2* mouse models (Table 2; Supplementary Material, Table ST4). 

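Of the 29 genes of Table ST1 marked as altered in TG mouse hypothalamus alone, 26 were lower in Mecp2 ZFN/y rats by edgeR's test and the other 3 lay in the same direction without passing it. All 32 such genes of Table ST2 were higher and passed. Their median log2 fold changes were -0.61 and 0.37. The 29 genes of Table ST1 include Gast, which fell to a fold of 0.171 of its wild-type level. Those of Table ST2 include Scn4b, a beta subunit of voltage-gated sodium channels, which rose from 56.4 ± 3.90 CPM in wild-type to 105 ± 28.9 CPM in Mecp2 ZFN/y (SD, n = 4 each), a log2 fold change of 0.90 (SE 0.162, adjusted p = 0.00694 from edgeR's quasi-likelihood test). The Mecp2 ZFN/y animals ranged from 72.8 to 142 CPM, all above the highest wild-type animal at 61.5 CPM. Together the genes marked TG alone made up 58 of the 1215 changed genes in Tables ST1 to ST8 (4.77%).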

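All 26 genes of Table ST3 passed edgeR's test in the counts, 22 of them higher and 4 lower in Mecp2 ZFN/y, which is 2.14% of the changed genes in Tables ST1 to ST8. Gfap, the intermediate filament of astrocytes, fell from 1300.1 ± 93.2 to 844 ± 142 CPM (SD, n = 4 each), a log2 fold change of -0.62 (SE 0.107, adjusted p = 0.00557 from edgeR's quasi-likelihood test). Gfap is also listed in Table ST1, among the genes shared with Mecp2 mice in the same direction. Bpifa1, a secreted protein of airway epithelium, fell from 3.08 ± 1.10 to 1.02 ± 0.346 CPM (SD, n = 4 each), and is also listed in Table ST5. Rassf4, a Ras-association family member, and Gucy1b3, a subunit of the nitric oxide receptor guanylate cyclase, rose by log2 fold changes of 0.46 (SE 0.0729) and 0.20 (SE 0.0335). Both are also listed in Table ST6. The gene of Table ST4 is St3gal6, a sialyltransferase also listed in Table ST6, which went from 16.1 ± 1.01 to 19.4 ± 1.59 CPM (SD, n = 4 each), a log2 fold change of 0.27 (SE 0.0728, adjusted p = 0.0379 from edgeR's quasi-likelihood test). St3gal6 kept its direction but no longer passed with total count scaling (adjusted p = 0.0512 from edgeR), nor with the replicate number as a block (adjusted p = 0.0932 from edgeR), nor without wild-type replicate 1, 2, 3 or 4 or Mecp2 ZFN/y replicate 2 or 3 (adjusted p = 0.0602 to 0.111 from edgeR).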

Importantly, however, was the finding that almost half of the gene expression alterations (46.85%, or 594 genes) were uniquely changed in *Mecp2*^ZFN/y^ rat hypothalamus (225 down-regulated and 369 up-regulated genes; Table 2; Figure 5B,C; Supplementary Material, Tables ST5,ST6). 

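Of the genes listed as changed in the rat alone, 205 of 218 tested genes of Table ST5 fell and 357 of 367 tested genes of Table ST6 rose in the counts, together 562 genes or 46.3% of the changed genes in Tables ST1 to ST8. The rest lay in the same direction without passing edgeR's test. Both tables hold the paper's calls on these libraries, split by direction, so the directions are not independent evidence. Kiss1r, the receptor of kisspeptin, which controls gonadotropin-releasing hormone neurons, fell from 6.93 ± 0.171 to 2.63 ± 0.489 CPM (SD, n = 4 each), a log2 fold change of -1.39 (SE 0.121, adjusted p = 0.000198 from edgeR's quasi-likelihood test). Ass1, an enzyme of the urea cycle and arginine synthesis, fell from 67.2 ± 3.73 to 47.0 ± 3.16 CPM (log2 fold change -0.52, SE 0.0558), and is also listed in Table ST1. Bpifa1, of Table ST5, and Rassf4, Gucy1b3, Gpd1 and St3gal6, of Table ST6, stand in Tables ST3 or ST4 too. Not every gene counted here is thus listed as changed in the rat alone. Arhgef25, an activator of Rho GTPases, fell by a log2 fold change of -0.42 (SE 0.0300). Hmgcs2, the mitochondrial enzyme that controls ketone body synthesis, rose from 28.9 ± 0.982 to 41.4 ± 0.790 CPM (log2 fold change 0.52, SE 0.0402). Crtac1, a secreted extracellular matrix protein, rose by 0.52 (SE 0.0347), Smyd2, a lysine methyltransferase, by 0.39 (SE 0.0317), and Klhl8, an adaptor of ubiquitin ligases, by 0.36 (SE 0.0319). In Smyd2, Mecp2 ZFN/y replicate 2 lay apart from its group at 199 CPM.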

Finally, a small number of genes altered in *Mecp2*^ZFN/y^ rat hypothalamus (5.21%, or 66 genes) were not changed in the hypothalamus of either *Mecp2* mouse models, but rather reported to be dysregulated in other brain regions such as the cerebellum (67) and amygdala (68) of *Mecp2* mice (16 down-regulated and 50 up-regulated genes; Table 2; Supplementary Material, Table ST7,ST8). 

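Among the genes reported as changed in other brain regions of Mecp2 mice, 15 of 16 in Table ST7 fell and 48 of 49 in Table ST8 rose in the hypothalamus of Mecp2 ZFN/y rats, 5.19% of the changed genes in Tables ST1 to ST8. The paper called these genes on the same libraries and split them between the 2 tables by direction, so their directions were fixed in advance. Fgfrl1, a member of the FGF receptor family, fell from 13.4 ± 0.714 to 9.01 ± 1.05 CPM (SD, n = 4 each), a log2 fold change of -0.57 (SE 0.0879, adjusted p = 0.00327 from edgeR's quasi-likelihood test), and Nrsn1, encoding the neuronal protein neurensin 1, fell by 0.31 on the log2 scale (SE 0.0419). C1qa, a chain of complement C1q made by microglia, fell from 54.1 ± 1.01 to 45.9 ± 2.18 CPM (log2 fold change -0.24, SE 0.0406). Of Table ST8, Phactr2, a regulator of phosphatases and actin, rose by 0.64 (SE 0.0631), Cntn5, a neuronal contactin, by 0.59 (SE 0.0617), Mast4, a kinase, by 0.37 (SE 0.0388), and Dgki, a diacylglycerol kinase, by 0.35 (SE 0.0391). The 49 tested genes of Table ST8 had a median log2 fold change of 0.31 and the 16 of Table ST7 a median of -0.34.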

A complete list of gene ontology terms associated with common and unique gene expression alterations is listed in Supplementary Material, Tables ST9,ST10.

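Genes of several functional groups moved in the Mecp2 ZFN/y hypothalamus. Of 53 potassium channel genes, 12 have a name here, and 10 rose and 2 fell. Kcnh7, a channel of the ERG family, rose from 21.4 ± 1.07 to 34.0 ± 2.29 CPM (SD, n = 4 each), a log2 fold change of 0.67 (SE 0.0599, adjusted p = 0.000210 from edgeR's quasi-likelihood test), and Kcna1, a channel that limits repetitive firing, rose by 0.57 (SE 0.101). Of 74 regulators of small GTPases, 19 have a name, of which 17 rose and 2 fell. Arhgef3, an activator of Rho, rose by 0.63 (SE 0.0405, adjusted p = 5.26e-05 from edgeR), Sipa1l1, a Rap inactivator of dendritic spines, by 0.43 (SE 0.0300) and Arhgap24 by 0.48 (SE 0.0451). The 16 named genes of axon guidance, of 54 in the list, went both ways: 9 rose, among them Slit3 at 0.61 (SE 0.0490) and the netrin receptor Dcc at 0.43 (SE 0.0531), and 7 fell, among them the ephrin Efnb3 at -0.73 (SE 0.0964).
Of 56 neuropeptide receptors, 22 have a name, of which 18 were lower, 3 were higher (Glp1r, Crhr1 and Sstr2) and Sstr3 did not pass (18.4 CPM in wild-type and 15.4 CPM in Mecp2 ZFN/y, adjusted p = 0.0571 from edgeR). Of 42 glutamate and GABA receptor genes, 7 have a name, and 6 fell, among them the metabotropic receptor Grm2 at -0.60 (SE 0.0964), while 1, Grin2a, rose. Of 44 monoamine and acetylcholine receptor genes, 4 have a name, and 3 fell, among them the muscarinic receptor Chrm4 at -0.92 (SE 0.190), and 1, Chrm3, rose. These lists were written after the study's tables had been read, and their named members are genes that the study called in these animals, so the counts are not independent evidence of a direction. Without Mecp2 ZFN/y replicate 4, whose share of reads outside exons was the highest, the counts that rose and fell were 9 and 2 for potassium channels, 17 and 1 for GTPase regulators, 9 and 7 for axon guidance and 3 and 19 for neuropeptide receptors. Unnamed genes newly called without that library could not enter these counts, so they could change little.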

To gain further insight into the potential relevance of these gene expression alterations, we evaluated whether genes either commonly changed in both *Mecp2* rat and mouse models (common rat-mouse), uniquely changed in the *Mecp2* rat (unique rat), or uniquely changed in the *Mecp2* mouse models (66,69) (unique mouse) would be predictive of homologous molecular alterations in post-mortem cortical tissue samples from RTT individuals with identified *MECP2* mutations (70). The genes we chose for this analysis were randomly selected from the genes commonly altered in the hypothalamus of *Mecp2* rodents (Supplementary Material, Tables ST1,ST2), uniquely altered in the hypothalamus of *Mecp2*^ZFN/y^ rats (Supplementary Material, Tables ST5,ST6), and uniquely altered in *Mecp2* mouse models (66). In comparison with age- and gender-matched controls, we found that of 82 genes tested, a total of 43 genes (∼52% of the total number of genes tested) were altered or undetectable in the RTT brain by QPCR. The remainder of the genes tested (39 genes, or ∼47% of the total number of genes tested) were not significantly altered in RTT brain (33 genes), or expressed in either RTT or control brains (6 genes).

To further outline the similarities and differences among the different categories of gene expression alterations between rat, mouse and human, we found that of the 43 expression alterations, 11 genes showed a significant difference between RTT and control brain tissue samples and were altered in a manner predicted by *Mecp2* rodent models. These genes were found to be commonly up-regulated in *Mecp2* rat and mouse hypothalamus (‘up common rat-mouse’; *NEXN, TSHZ3*, and *STEAP2*), uniquely up-regulated in *Mecp2* rat hypothalamus (‘up unique rat’; *GLIS3*, *TMEM52*, and *GPATCH4*), and uniquely up-regulated in *Mecp2* mouse hypothalamus (‘up unique mouse’; *GUCA2A*, *IFNA6*, *SUN5*, *FAM60A*, and *CLSTN2*) (Figure 6A). In contrast, of the 43 gene expression alterations, 14 genes showed a significant difference between RTT and control brain tissue samples but were altered in a manner that was opposite from the *Mecp2* rodent findings. These genes were found to be commonly down-regulated in *Mecp2* rat and mouse hypothalamus (‘down common rat-mouse’; *GAST*, *MMP14*, *NXPH4*, *HTR1A*, and *VGF*), commonly up-regulated in *Mecp2* rat and mouse hypothalamus (‘up common rat-mouse’; *MEF2C*), uniquely down-regulated in *Mecp2* rat hypothalamus (‘down unique rat’; *WISP1*, *TRIM58*, *MUC20*, and *F12*), uniquely down-regulated in *Mecp2* mouse hypothalamus (‘down unique mouse’; *SSX9*, *GPR4*, and *CHRNA6*), and uniquely up-regulated in mouse hypothalamus (*HS6ST3*) (Figure 6B). 

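In the rat hypothalamus libraries, the 6 genes of Fig. 6A listed as up-regulated in the rat (Nexn, Tshz3, Steap2, Glis3, Tmem52 and Gpatch4) were higher in Mecp2 ZFN/y. The paper chose these genes from its calls on the same libraries, so their direction here is not independent evidence. Nexn, encoding the actin-binding protein nexilin, rose from 4.06 ± 0.238 CPM in wild-type to 7.20 ± 0.673 CPM in Mecp2 ZFN/y (SD, n = 4 each), a log2 fold change of 0.83 (SE 0.0911, adjusted p = 0.000604 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Tshz3, a zinc-finger transcription factor, rose from 3.60 ± 0.242 to 5.62 ± 0.577 CPM (log2 fold change 0.65, SE 0.0984), and Steap2, a metalloreductase, from 33.3 ± 1.08 to 52.4 ± 3.27 CPM (log2 fold change 0.65, SE 0.0501). Glis3, a zinc-finger transcription factor whose identifier carries another symbol in Table ST6, rose from 1.76 ± 0.188 to 2.81 ± 0.199 CPM (log2 fold change 0.68, SE 0.116, adjusted p = 0.00545 from edgeR). Tmem52, a transmembrane protein, rose from 0.678 ± 0.120 to 1.26 ± 0.218 CPM (log2 fold change 0.89, SE 0.191, adjusted p = 0.0161 from edgeR). Gpatch4, a nucleolar protein, had 15.2 ± 1.91 CPM in wild-type and 23.9 ± 4.65 CPM in Mecp2 ZFN/y (log2 fold change 0.65, SE 0.142, adjusted p = 0.0174 from edgeR), and the ranges of the genotypes overlapped (13.7 to 18.0 and 17.0 to 27.0 CPM).
Tmem52 no longer passed without Mecp2 ZFN/y replicate 1 or 2 (adjusted p = 0.0506 and 0.0512 from edgeR), and Gpatch4 without wild-type replicate 1 or 3 or Mecp2 ZFN/y replicate 1 or 2 (adjusted p = 0.0553 to 0.0574 from edgeR). The genes of Fig. 6A listed as changed in mouse hypothalamus alone have no name in the rat tables and were not analysed here.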

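Among the rat genes of Fig. 6B, all 5 listed as commonly down-regulated fell in Mecp2 ZFN/y hypothalamus. The rat genes of Fig. 6B were likewise chosen from the paper's calls on these libraries, which fixed their direction in advance. Gast fell from 1.67 ± 0.330 CPM in wild-type to 0.286 ± 0.0686 CPM in Mecp2 ZFN/y (SD, n = 4 each). Htr1a, the serotonin 1A receptor, fell from 12.8 ± 0.192 to 5.07 ± 0.638 CPM (SD, n = 4 each), a log2 fold change of -1.34 (SE 0.0882, adjusted p = 5.26e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with wild-type replicate 2 apart from its group at 13.1 CPM. Nxph4, a neurexin ligand, fell from 3.20 ± 0.562 to 1.20 ± 0.394 CPM (log2 fold change -1.40, SE 0.214), with Mecp2 ZFN/y replicate 4 apart from its group at 1.79 CPM and below every wild-type library. Mmp14, a membrane matrix metalloproteinase, and Vgf, the precursor of several neuropeptides, had log2 fold changes of -1.01 (SE 0.183) and -1.03 (SE 0.179). Mmp14 also varied within each genotype. Its levels were 36.5, 30.9, 26.6 and 22.6 CPM in wild-type replicates 1 to 4. In Mecp2 ZFN/y replicates 1 to 4 they were 10.9, 16.7, 18.3 and 12.2 CPM. Mef2c, a transcription factor of neuronal and muscle development, rose from 9.29 ± 0.327 to 14.9 ± 0.711 CPM (log2 fold change 0.68, SE 0.0609, adjusted p = 0.000210 from edgeR).
Of the 4 genes listed as down-regulated in the rat alone, F12, encoding coagulation factor XII, fell from 2.51 ± 0.486 to 1.01 ± 0.353 CPM (log2 fold change -1.32, SE 0.228, adjusted p = 0.00568 from edgeR). Wisp1, a secreted CCN family protein, was near the limit of detection and fell from 0.438 ± 0.0737 to 0.141 ± 0.0722 CPM (log2 fold change -1.63, SE 0.354, adjusted p = 0.0167 from edgeR), and no longer passed without wild-type replicate 1 or with the replicate number as a block (adjusted p = 0.0518 and 0.0528 from edgeR). Trim58 and Muc20 had too few reads for the filter, with 52 counts over the 4 wild-type and 14 over the 4 Mecp2 ZFN/y libraries for Trim58, and 34 and 6 for Muc20. With no filter on low counts, their log2 fold changes were -1.85 (SE 0.420, adjusted p = 0.0185 from edgeR) and -2.40 (SE 0.564, adjusted p = 0.0220 from edgeR).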

Finally, 18 of the 43 gene expression alterations had no significantly measureable expression in RTT brain relative to control brain samples, and these genes were distributed among all categories, with the majority (8 of 18 genes) found in the genes classified as commonly down-regulated in *Mecp2* rat and mouse hypothalamus (Supplementary Material, Table ST11). A summary of gene expression data found in RTT brain for each category is provided in Supplementary Material, Table ST11. 

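Besides Nexn, Mef2c, Tmem52, Gast and Wisp1, the genes of Fig. 6C are Brs3, Glp1r, Glis1 and Galp, and these too differed between genotypes in the RNA-seq libraries. All were picked from the paper's calls on these libraries, and its separate evidence is qPCR in other rats. Brs3, the bombesin-like receptor 3, which takes part in the control of feeding and energy balance, fell from 3.73 ± 0.379 CPM in wild-type to 1.60 ± 0.203 CPM in Mecp2 ZFN/y (SD, n = 4 each), a log2 fold change of -1.22 (SE 0.124, adjusted p = 0.000400 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In Brs3, Mecp2 ZFN/y replicate 4 lay apart from its group at 1.91 CPM and below the lowest wild-type library at 3.27 CPM. Glp1r, the receptor of glucagon-like peptide 1, rose from 2.95 ± 0.346 to 6.10 ± 0.921 CPM (SD, n = 4 each), a log2 fold change of 1.05 (SE 0.128, adjusted p = 0.000967 from edgeR). Glis1, a zinc-finger transcription factor, rose from 1.32 ± 0.207 to 2.48 ± 0.331 CPM (log2 fold change 0.91, SE 0.152, adjusted p = 0.00481 from edgeR). Galp, encoding galanin-like peptide, fell from 0.475 ± 0.145 to 0.130 ± 0.0777 CPM (log2 fold change -1.82, SE 0.394, adjusted p = 0.0164 from edgeR). Galp was covered by few reads, wild-type replicate 3 lay apart from its group at 0.690 CPM, and the gene no longer passed without Mecp2 ZFN/y replicate 2 (adjusted p = 0.0503 from edgeR).

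**Figure D2:**
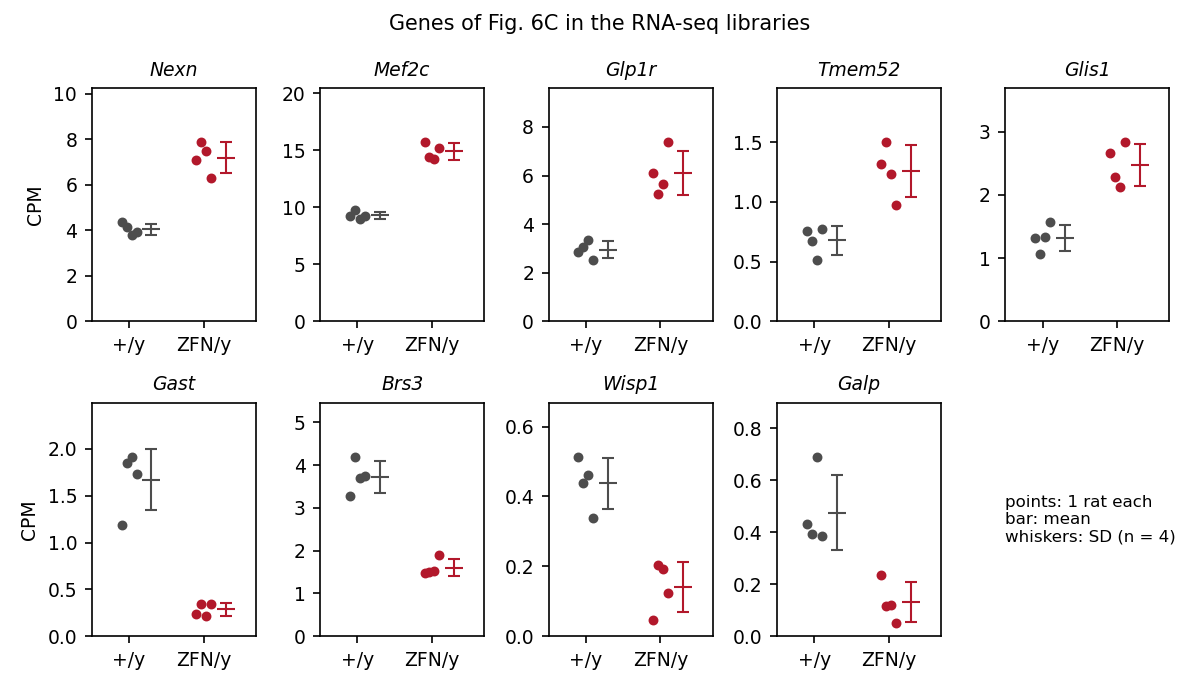
Level in CPM (vertical axis, a separate scale per gene starting at 0) of the 9 genes of Fig. 6C in the hypothalamus libraries of wild-type (+/y, grey) and Mecp2 ZFN/y (ZFN/y, red) rats, with 1 point per rat and the mean with SD (n = 4) beside the points. In each of the 9 genes all 4 Mecp2 ZFN/y points lie on the same side of all 4 wild-type points, above them for Nexn, Mef2c, Glp1r, Tmem52 and Glis1 and below them for Gast, Brs3, Wisp1 and Galp. The paper picked these genes from its calls on the same libraries.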

To ensure that the genes we selected to analyze in human brain tissue samples were indeed significantly altered in male *Mecp2*^ZFN/y^ rats as indicated by initial RNA-seq findings (Supplementary Material, Tables ST1,2,5,6), we tested the top genes that we found altered in RTT brain in an independent set of male *Mecp2*^ZFN/y^ and wild-type littermate rats, choosing a single gene within each category (significantly altered in predicted direction, Figure 6A; significantly altered but not in predicted direction, Figure 6B; and undetectable in RTT brain, Supplementary Material, Table ST11). We found that the nine genes we tested were significantly altered in the hypothalami of male *Mecp2*^ZFN/y^ rats compared with male wild-type littermate animals; thus validating a small subset of the RNA-seq findings from which we based our comparative expression studies (Figure 6C).

**Figure 6.**
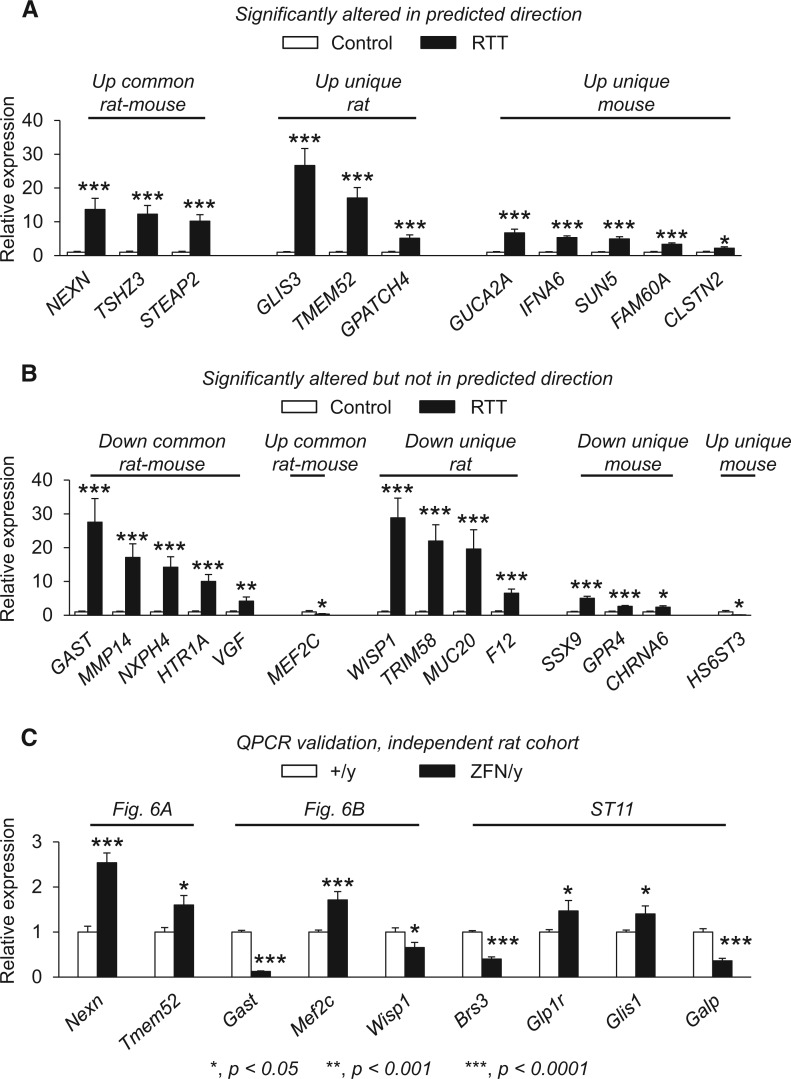
Comparative studies of both *Mecp2* rat and mouse models may strengthen the predictive validity of molecular changes that occur due to the loss of MeCP2 function. (**A, B**) Eight-two genes selected among either the commonly affected alterations between mouse and rat (‘common rat-mouse’), in rat alone (‘unique rat’) or in mouse alone (‘unique mouse)’ were selected for comparative expression studies in human RTT and control brain samples (Brodmann area 9) by QPCR (*n =* 3 RTT; *n =* 4 control). Expression level differences relative to controls samples are shown. Several genes within the up-regulated categories of ‘common rat-mouse’, ‘unique rat’ or ‘unique mouse’ were also altered in RTT brain (A). Additional genes were altered in RTT brain relative to controls; however, these were changed in RTT brain in a direction that was opposite from the predicted *Mecp2* rodent findings (B). Some genes were detected in control brain samples but were not detected in RTT brain. (**C**) As an additional control to ensure that the genes selected for this analysis were indeed altered in *Mecp2* rat hypothalamus, an independent set of animals were used for QPCR validation studies of the top altered genes within each category. All nine genes analyzed were altered as expected in male *Mecp2*^ZFN/y^ rats (ZFN/y) compared with wild-type littermate animals (+/y), confirming the initial RNA-seq findings for this subset of genes. Supplementary Material, Table ST11 shows the expression levels of each gene for both human and rat QPCR data.

## Discussion

With the development of advanced genome editing technologies, such as the ZFN strategy (44) used to generate the *Mecp2* rat model characterized in this study, and even more efficient approaches using CRISPR/Cas gene editing (71–73), generating novel mammalian models of disease beyond the laboratory mouse is feasible. Although some loss-of-function *Mecp2* mouse models of RTT have good construct validity and mimic either the human disease mutation itself or the consequence of the human disease-causing mutations (3,48,74), the findings from our work indicate the value of the *Mecp2* rat model as a powerful tool with the potential to shape the landscape of future studies focused on both mechanisms of RTT pathophysiology as well as on preclinical efforts to ameliorate disease onset and progression.

In this study, our aim was to test the extent to which the loss of MeCP2 in the rat resulted in behavioural deficits present in RTT. However, to confirm that the rat *Mecp2* ZFN allele was appropriate for these studies, we first performed a series of biochemical and molecular evaluations using tissue from both male and female *Mecp2* ZFN rats. Unlike the conventional homologous recombination approach used to generate the most widely studied *Mecp2* germline null mouse model (50), ZFN targeting of the endogenous *Mecp2* locus in the rat did not produce a complete null allele; rather, an allele was created in which normal MeCP2 protein expression was completely abolished yet total abundance of *Mecp2* RNA remained unaltered. Interestingly, although this outcome may not initially appear to be desirable, these results from the rat *Mecp2* ZFN loss-of-function allele are reminiscent of the findings from single-cell, clonally-derived fibroblast strains from RTT girls with disease-causing *MECP2* mutations (75). Indeed, early studies of clonal cell lines from RTT individuals with nonsense mutations showed that *MECP2-*mutant expressing cell lines lacked MeCP2 protein by Western blot analysis using a C-terminal antibody but had normal transcript levels (75). Moreover, the rat *Mecp2* ZFN allele predicted to result in truncated protein did not express any detectable truncation product by either Western blot or antibody staining, similar to observations made with human brain lysates from RTT individuals with truncation mutations (76). In contrast, introducing a late truncating nonsense mutation in the endogenous *Mecp2* locus in the mouse does not entirely parallel these findings in the rat or human. For example, the *Mecp2-*R255X mouse allele (76) resulted in the complete loss of MeCP2 protein and no detectable truncation product, but also caused an approximate 40% reduction in transcript levels. It is noteworthy, however, that the *Mecp2-*T158A mouse allele that disrupts the methyl-CpG binding ability of the protein resulted in a similar scenario as in the rat *Mecp2* ZFN allele; RNA levels were normal despite a loss of protein due to a selective decrease in MeCP2 protein stability (77). Therefore, it is conceivable that humans and rats may share an overlapping post-transcriptional mechanism(s) to regulate the expression of specific mutations in *MECP2*, such as decreased protein stability or perhaps a block in protein translation, that functions differently in mice harboring similar mutation subtypes. Taken together, with respect to our current confirmatory experiments to assess the validity of the rat allele, our data suggest that the rat *Mecp2* ZFN allele has high construct validity that may better reflect the consequences of late-truncating human *MECP2* nonsense mutations.

One primary goal of our neurobehavioural analyses was to identify phenotypic deficits that parallel features found in girls and women with RTT, some of which have not been reported or extensively studied in *Mecp2* mouse models, such as psychomotor regression and impaired sociability. Although there is significant benefit in studying male *Mecp2*^ZFN/y^ rats to understand the molecular mechanisms underlying the complete absence of MeCP2, we reasoned that focusing our behavioural evaluations of young female *Mecp2*^ZFN/+ ^rats would potentially uncover abnormalities in a sex-appropriate animal model that are coincident with the early onset of disease state described in typical RTT.

Psychomotor regression in RTT, defined as the loss of acquired skills such as purposeful hand use, has yet to be well-modelled in *Mecp2* mice. Although longitudinal studies have shown the manifestation and subsequent worsening of phenotypes such as reduced motor function in *Mecp2* mice (49), and one study of symptomatic 10–12 month old *Mecp2-*308 females showed deficits in forepaw dexterity at a single time point late in life (78), the seed opening task (79) adapted for this study allowed us to evaluate the extent to which trained, young female *Mecp2*^ZFN/+ ^rats lose their ability to perform over a period of time through early adulthood. Remarkably, we found that *Mecp2*^ZFN/+ ^rats performed similarly to wild-type littermates on this task during the training phase at 4 weeks of life, and during the single test trial at 7 weeks of life, suggesting that not only did they acquire and learn the skill over time, but also maintained this learned forepaw ability. However, at 9 weeks of age, female *Mecp2*^ZFN/+ ^rats lost their ability to perform well on this task, providing evidence of a phenotype reminiscent of psychomotor regression of an acquired forepaw skill. Here, it is important to note the distinction between disease ‘progression’ versus ‘regression’. Although we cannot formally rule out the possibility of an element of disease progression in the longitudinal seed opening test paradigm at this time, our findings appear to model aspects of regression-like behaviour (learning, acquisition, maintenance and eventual loss of the skill). These data suggest female *Mecp2*^ZFN/+ ^rats demonstrate high face validity for psychomotor regression, an aspect of RTT that not yet been fully appreciated in *Mecp2* mouse models to the extent demonstrated in the current study. Similar longitudinal studies using a forepaw training paradigm in the various *Mecp2* mouse alleles may provide additional insight into the relationship between *Mecp2* mutation subtype, and disease onset and severity in the context of psychomotor regression. However, it remains to be determined whether *Mecp2* mice will perform sufficiently well in the seed opening task. Furthermore, because regression in RTT may also coincide with the loss of speech, it may be informative to determine whether the type and nature of ultrasonic vocalizations (USV) emitted by female *Mecp2*^ZFN/+ ^rats, or other aspects of communication, change over time. Although we did not find differences in the total number of USV emitted by juvenile female *Mecp2*^ZFN/+ ^rats during direct social interaction tests (data not shown), a recent study of symptomatic 5-11 month old female *Mecp2*^ZFN/+ ^rats found alterations in speech processing (80), suggesting that communication deficits, in a broader context, may be affected in this model.

Although there is debate about social behaviour abnormalities in RTT (59), impaired social behaviour in RTT that is consistent with the social deficits of clinically defined autism appears to coincide with stages of early disease progression (81). In our social behaviour studies, we found that young female *Mecp2*^ZFN/+ ^rats displayed both the conventional definition of impaired sociability in an indirect assay, the three chamber test, and selective deficits in aspects of play behaviour. Unlike *Mecp2* mice that have only shown a relative reduction in social interest in the three chamber test, female *Mecp2*^ZFN/+ ^rats indeed show a phenotype that is consistent with findings from other ASD mouse models with impaired sociability. Furthermore, by refining our social behaviour studies to focus on play behaviour (41), an age- and species-specific complex set of behaviours that is only present at a rudimentary level in the mouse (43) and is genuinely present in rats, we found that female *Mecp2*^ZFN/+ ^rats display juvenile play deficits similar to those observed in other ASD rats such as the *Fmr1* (62) and *Nlgn3* (62) ZFN models. Despite the potential confound of reduced motor/exploratory activity as may potentially be suggested by the open field data (Figure 2B), measures quantified during the direct social interaction test, such as evaluating the number and duration of ‘following’, ‘self-grooming’ and ‘non-social active’ exploratory behaviours, provided an additional layer of control (Figure 3H,I,K). Normal levels of activity with respect to these control measures in both female *Mecp2*^ZFN/+ ^and wild-type littermate rats while the animals were actively engaged in this task, as well as normal olfaction with both non-social and social odour cues (Figure 3L), strengthens the interpretation that female *Mecp2*^ZFN/+ ^rats have impairments in selective aspects of play behaviour. Although the biological pathways regulating play behaviour in these rat models are unclear at this time, these data provide an inroad into understanding the neuroanatomical determinants of sociability in genetically tractable models that have a complex repertoire of behavioural phenotypes. These social behaviour studies together suggest social deficits that manifest early in RTT, especially juvenile play behaviour which cannot be studied well in mice, may be more appropriately modelled in young female rats lacking MeCP2.

In addition to identifying novel phenotypes in the *Mecp2* ZFN rat model, we also addressed whether behavioural defects previously reported in *Mecp2* mice were also present in the rat. Evaluations of fear conditioning, anxiety-like behaviour, sensorimotor gating and perseverative behaviour revealed changes in juvenile female *Mecp2*^ZFN/+ ^rats that were either consistent with or different from previous studies of *Mecp2* mice. For example, decreased exploratory activity in the open field arena and reduced anxiety-like behaviour in the elevated circle maze were two phenotypes consistent with known *Mecp2* mouse behavioural data; however, our findings suggest that these phenotypes emerge earlier in life in female *Mecp2*^ZFN/+ ^rats compared with *Mecp2* mice. In contrast, the juvenile female *Mecp2*^ZFN/+ ^rats were normal in tests for perseverative behaviour and sensorimotor gating, both of which have been reported to be altered in *Mecp2* mice (49,82). This is not entirely unexpected, given the difference in the ages of the animals that were tested in this study in comparison with previous work. Interestingly, juvenile female *Mecp2*^ZFN/+ ^rats also displayed an increase in freezing in fear conditioning that was suggestive of enhanced contextual fear memory. Because we identified reduced anxiety-like behaviour in female *Mecp2*^ZFN/+ ^rats, increased anxiety is unlikely a contributor to the increased freezing behaviour after conventional Pavlovian fear conditioning; in contrast, reduced activity observed in the open field may contribute to this phenotype. Reduced contextual fear memory is a hallmark of *Mecp2* mouse models; therefore, it remains to be determined whether identical learning and memory phenotypes can be studied in *Mecp2* rats. It would be informative to study how our current behavioural findings compare with phenotypes present in adult female *Mecp2*^ZFN/+ ^rats, as well as how *Mecp2* rats and mice of the same age would perform using the identical fear conditioning training protocol. These future studies using female *Mecp2*^ZFN/+ ^rats may also benefit from evaluating performance in other learning and memory tasks that do not rely on an aversive training stimulus.

Finally, our comparative studies of gene expression alterations in *Mecp2* rats and mice and their predictive validity in RTT post-mortem brain tissue revealed several key similarities and differences among the two rodent models. Previous profiling strategies of *Mecp2* mice employed microarray and more recently, sequencing-based technologies (66,69). Because strong evidence provided by multiple studies including those led by the Sequencing Quality Control/Microarray Quality Control consortium suggests that there is good concordance across gene expression platforms (83–87), such as array versus sequencing-based approaches, we chose to compare our data to the complete list of genes altered in *Mecp2* mice from both array and RNA-seq studies. The ‘union’ of genes expression data, i.e. the total aggregate of all gene expression changes identified in both hypothalamus array (66) and sequencing-based studies (69), from *Mecp2* mice allowed us to identify all possible overlapping hypothalamic gene expression changes shared with the *Mecp2*^ZFN/y^ rats and provide an unbiased reference point that did not rely solely on findings from a single profiling approach. This strategy also ensured that the remaining genes that are not commonly altered within the hypothalamus of *Mecp2* rodents are indeed uniquely changed in male *Mecp2*^ZFN/y^ rat. Interestingly, one notable similarity is that the fold expression changes in both *Mecp2* rodents were of the same magnitude (±2 fold, log_2_ scale). Although this magnitude of fold change has also been reported in other brain regions of *Mecp2* mice such as the cerebellum (67) and amygdala (68), as well as the striatum (88), it would be useful to determine whether additional brain regions of the *Mecp2* rat are similarly affected. Moreover, although approximately half of the genes identified as altered in male *Mecp2*^ZFN/y^ rats were commonly altered in *Mecp2* mice, the majority of these commonly affected genes were directionally concordant between rat and mouse in terms of up- or down-regulation. Together, these data may indicate that the loss of MeCP2 has strikingly similar effects on gene expression for a subset of genes among divergent rodent species. With respect to differences between gene expression alterations among *Mecp2* rodent models, approximately half of the expression changes we identified are unique to the rat; these findings may have important implications in the manifestation of behavioural phenotypes that are present in the *Mecp2* rat model.

Lastly, working with the limitations of available human post-mortem tissue, our approach to use *Mecp2* rodent data to predict changes in RTT was revealing. By testing shared or unique *Mecp2* rodent gene expression changes in RTT and control brains, we found that among the genes altered in RTT brain, the only genes that were predictive of changes in RTT brain were up-regulated in either both *Mecp2* rodent models or each rodent model alone. Although additional comparative profiling would be required, these initial data may possibly support the model of MeCP2’s historical role as a transcriptional repressor of genes (89) with specific relevance to human disease pathogenesis. In contrast, the genes that were altered in RTT brain but not in the same direction as predicted from either *Mecp2* model appeared to be genes mostly representing the subsets of down-regulated genes. Interestingly, these alterations had the highest relative fold changes in RTT brain. Despite the limited number of genes analyzed by conventional QPCR and the differences in brain region analyzed (rodent hypothalamus compared with human Brodmann area 9 containing the frontal cortex), it is noteworthy we identified concordant gene expression changes in *Mecp2* rodent models and RTT brain samples. Our additional validation QPCR studies in an independent set of male *Mecp2*^ZFN/y^ rats and male wild-type littermate animals confirmed the top altered genes from each category, including those that were not detectable in RTT brain, suggesting that these changes, at least for this small subset of genes, are genuine alterations in the *Mecp2* rat model. Taken together, these comparative data strongly suggest that the combination of analyzing both loss-of-function *Mecp2* rodent models may provide a significant advantage for identifying transcriptional changes and likely other biochemical and molecular changes that occur in the human RTT brain that may not have been predicted in analyses of either rodent model alone. In the context of recent findings suggesting that MeCP2 may regulate the expression of long genes in a cell-type and brain-region specific manner (90,91), and preferentially bind to DNA at methylated cytosine at CG sites (92) yet also bind to methylated cytosine at non-CG sites (69) as well as nucleosomal sequences with high GC content alone (93), it would be highly informative to pursue similar studies using the *Mecp2* rat model to further clarify the role of MeCP2 in the epigenetic regulation of gene expression and its impact on disease features of RTT and related disorders.

In conclusion, our work demonstrates the utility of the rat *Mecp2* ZFN allele for identifying molecular alterations and neurobehavioural outcome measures that may be useful for future preclinical studies. In addition, our comparative gene expression studies demonstrate the strength of combining *Mecp2* rodent data sets to potentially improve the predictive validity of alterations that occur in RTT, some of which may have greater disease-relevance. Given the perceived shortcomings of using rodent models for preclinical validation studies of therapeutic compounds for use in humans (36,94), and the urgent need for outcome measures to expedite the discovery of successful therapies (48), this work underscores the significant benefits of investigating additional mammalian rodent models of RTT, and provides a framework for studying features provided by the *Mecp2* rat model that will complement ongoing mouse studies.

## Materials and Methods

### Animal husbandry

All research and animal care procedures were approved by the Baylor College of Medicine Institutional Animal Care and Use Committee, and all studies detailing our findings were conducted at Baylor College of Medicine. Rats were maintained on a 12 h light:12 h dark cycle with standard rat chow (Pico Lab Rodent Diet, #5053, Purina USA) and water ad libitum. Animals were generated by mating female Sprague-Dawley rats lacking one copy of functional MeCP2 (*Mecp2*^ZFN/+^) with wild-type male Sprague-Dawley rats (SAGE Labs/Horizon, USA) to obtain male rats completely lacking MeCP2 (*Mecp2*^ZFN/y^), female *Mecp2*^ZFN/+ ^rats and wild-type littermate male and female rats. Rats were housed three animals per cage, and randomized and blinded for subsequent experiments described below. Genotyping was performed in accordance with the manufacturer’s protocol (SAGE Labs/Horizon, USA) using the following primers to identify animals that harbour the ZFN allele: forward, 5’-GCAGC ATCA GAAGGTGTTCA-3’; reverse, 5’-GACCTCAATGCTGACGGTTT-3’. All wild-type animals used in the study were age- and sex-matched littermates of the generated male and female *Mecp2* rats; conspecific female wild-type partner rats (purchased from SAGE Labs/Horizon, USA) used in the direct social interaction study as described below, were not littermate animals.

### Western blot

Fresh brains were dissected from rat cortex samples (*n =* 4 biological replicates of each genotype, *Mecp2*^ZFN/y^ and *Mecp2*^ZFN/+^, and respective wild-type littermates, 6 weeks of life). The brains were homogenized in 100 mM Tris, pH 8.0, and 2% SDS with protease inhibitor cocktail (Sigma-Aldrich, USA) in a glass dounce homogenizer with the B handle and rocked at room temperature for at least 1 h to ensure complete cell lysis. Soluble proteins were separated from cell debris by centrifugation at 20,000*g* for 15 min, and the supernatant was quantified using a colorimetric assay (Pierce BCA Protein Assay Kit; ThermoFisher Scientific, USA). Forty µg of protein per sample were loaded onto a PAGE gel and transferred onto a nitrocellulose membrane. The membrane was blocked in Tris-buffered saline, pH 7.6, and 0.1% Tween 20 with 5% milk. For immunodetection of MeCP2, an antibody raised in rabbit (95), diluted 1:2000 was used; detection of the loading control GAPDH was performed with an antibody raised in mouse (sc-32233; Santa Cruz Biotechnology, Inc.; USA) diluted 1:20,000. Membranes were incubated for 1 h with Cy5-conjugated secondary antibodies against mouse and rabbit diluted 1:4000 (GE Healthcare Life Sciences), imaged using the Cy5 channel (ImageQuant LAS 4000, GE Healthcare Life Sciences) and quantified by densitometry with ImageJ software as previously described (76).

### Quantitative real time reverse transcriptase PCR

For QPCR analysis of *Mecp2e1* and *Mecp2e2* in rat, RNA was extracted from rat cortex samples (*n =* 4 biological replicates of each genotype, *Mecp2*^ZFN/y^ and *Mecp2*^ZFN/+^, and respective wild-type littermates, 6 weeks of life) using TRizol reagent following the manufacturer’s instructions (ThermoFisher Scientific, USA), and 3 µg RNA was used for cDNA synthesis (iScript cDNA synthesis kit, Bio-rad, USA). QPCR using SsoAdvanced Universal SYBR Green Supermix (Bio-rad, USA) was performed using the standard curve method with rat *Mecp2e1-* and *Mecp2e2-*specific (96) and rat *Gapdh* primers, and expression level of each *Mecp2* isoform was quantified relative to wild-type littermate control animals as previously described (68). For QPCR analysis using human RTT and control brain tissue samples (*n =* 3 RTT, *n =* 4 control; Brodmann area 9 used in previous reports (70,97)), similar methods were used for RNA extraction and 1 µg of RNA was used for cDNA synthesis. QPCR using SsoAdvanced Universal SYBR Green Supermix (Bio-rad, USA) was performed using 96-well plates seeded with a commercial primer assays for 82 genes of interest and controls (PrimePCR, Bio-rad, USA), and relative expression levels comparing RTT to control brain samples were analyzed using commercially available software according to the manufacturer’s instructions (Bio-rad CFX Manager, Bio-rad, USA). Validation QPCR studies were also performed similarly using commercial primer assays for the 9 genes of interest and control *Gapdh* (PrimePCR, Bio-rad, USA); the top 9 genes among the different categories as described in the main text were selected on the basis of availability of assays, *Glis3* was not available and therefore we analyzed *Tmem52* as the next representative gene of the category ‘up unique rat’. Validation studies were conducted using hypothalamus obtained from an independent set of male *Mecp2*^ZFN/y^ (*n =* 5) and wild-type littermate rats (*n =* 4) at approximately 6 weeks of life.

### Immunofluorescence staining

Fresh frozen tissue was embedded in optimal cutting temperature medium and cut into 25 μm sections onto slides. Tissue was fixed on the slide with 4% paraformaldehyde in phosphate buffered saline (PBS) for 30 min, washed with PBS, permeabilized with 0.3% Triton-X 100 (PBST) for 15 min, and blocked for 2 h in 10% normal goat serum with 0.3% Triton-X 100 in phosphate buffered saline (blocking buffer). Samples were then incubated with primary antibody in blocking buffer overnight, washed with PBST, incubated in secondary antibody in blocking buffer for 4 h, incubated with 0.2 μg/ml DAPI in PBST, and mounted with coverslips using Prolong Gold Antifade Mounting Medium (ThermoFisher Scientific, USA), with wash steps in PBST before each incubation procedure, and final mount step. Primary antibodies used included Chicken anti-MeCP2 (ABE171 diluted 1:500; Millipore, USA), and Rabbit anti-NeuN (ABN78 diluted 1:500; Millipore, USA). Secondary antibodies used included Alexa Fluor conjugated Goat anti-Chicken and Goat anti-Rabbit antibodies (1:500; Jackson ImmunoResearch, USA). Image acquisition was performed using a Zeiss 710 confocal microscope, and prepared with ImageJ as previously described (98). Single animals of each genotype (*Mecp2*^ZFN/y^ and *Mecp2*^ZFN/+^, and respective wild-type littermates, 6 weeks of life) were used to generate the representative images shown in Figure 1; for further quantification of MeCP2 signal intensity and percentage, additional animals were analyzed as described in Supplementary Materials, Text and Figure S3.

### Rat neurobehavioural assays

Previous work revealed that young Sprague-Dawley rats exhibited significantly decreased activity under bright light conditions (62), which could interfere with the outcome of behavioural assays. Therefore, all tests were carried out under dim-lighting conditions between 10 and 25 lux as previously described (62). Starting at approximately 24 days of life, rats were subjected to a behavioural battery consisting of the following assays described below. For each assay, rats were habituated to the test room for at least 30 min (60 dB and lux level as indicated below for each test). Behavioural analysis was performed only with female rats in this study. Two separate cohorts of female rats were generated as described above; one cohort consisting of female *Mecp2*^ZFN/+ ^(*n =* 12) and wild-type littermate rats (*n =* 12) for evaluation in the seed opening task, and one cohort consisting of female *Mecp2*^ZFN/+ ^(*n =* 9) and wild-type littermate rats (*n =* 13) for evaluation in elevated circle maze, three chamber test for sociability, direct social interaction, open field activity, acoustic startle response and prepulse inhibition of the startle response, fear conditioning, olfaction and wood block chew test. The cohort tested for multiple behavioural domains was tested first over a period of 6 months total; approximately 1–1.5 year later, the separate cohort tested longitudinally for the seed opening task was tested for a period spanning approximately 6–7 months. For both cohorts, animals were tested in batches as they became available, with 5–6 animals maximum per group. All animals were tested in a randomized fashion; each experiment was performed by the same individual blinded to genotype, including video scoring. In the cohort of animals tested for direct social interaction, all animals were tested; however, four video files were not recovered and only female *Mecp2*^ZFN/+ ^(*n =* 10) and wild-type littermate rats (*n =* 8) were included in the analysis. All other tests that were performed included all animals in the analysis.

### Seed opening task

Psychomotor function related to forepaw usage was evaluated by training rats in their ability to open sunflower seeds as previously described (79,99). At 4 weeks of life, in the evening prior to the first day before food deprivation, sunflower seeds were placed in the home cage of rats that were to be tested to expose them to seeds prior to any testing. Animals were food-deprived overnight prior to each training session (approximately 20 h). On training days, animals were subjected to a training period consisting of a 5 min test session performed once per day for four consecutive days. Test subjects were placed in the centre of the cylinder, and were allowed to manipulate and open five sunflower seeds randomly placed in the cylinder. Test subjects were trained in a transparent plexiglass cylinder (22.8 cm, height; 16.5 cm, diameter). A mirror was placed behind the cylinder to facilitate the viewing and scoring of behaviour. At 7 and 9 weeks of life, tests were performed, one single trial per time point, similarly as described above, including overnight food-deprivation; however, if test subjects spent greater than 5 min to manipulate and open seeds during any given test trial, then 300 s was recorded.

### Elevated circle maze

At 24 days of life, anxiety-like behaviour was tested on an elevated, circular platform (100) with 2 closed and 2 open regions (39 cm, height; 60 cm, diameter; 6.3 cm, platform width; 15 cm, closed zone wall height; 46 cm, closed zone wall length). Test subjects were placed in one of the open regions and allowed to freely explore the platform. The time spent in the open and closed regions, and behaviours including grooming and rearing were recorded for 10 min in dim lighting conditions (10 lux). Behavioural scoring was performed in real-time by an experimenter blinded to genotype using a hand-held computer (Psion Observer 3, Noldus, USA).

### Three chamber test for sociability

At 25 days of life, rats were tested in an apparatus composed of three chambers (two side chamber and a centre chamber with doorways to both side chambers, all of equal dimensions (42.5 cm, length; 17.5 cm, width; 23 cm height). As a modification of the original apparatus (61) to accommodate the juvenile rats, inverted cups were replaced by creating two small chambers within the side chambers as previously described (62). The two small chambers (10 cm, length; 17.5 cm width; 23 cm height) were created with perforated plexiglass partitions that allowed rats to see, hear and smell across the walls. The evaluation of sociability consisted of two 10 min test sessions, a habitation phase and a test phase performed in dim lighting conditions (15 lux). During the habituation phase, each test subject was placed in the centre chamber and allowed to freely explore the apparatus for 10 min. Test subjects were then allowed to return to the centre chamber and the entrances to the side chambers were blocked with plexiglass walls. Either a conspecific novel wild-type partner rat of the same genetic background, age and sex (purchased from SAGE Labs/Horizon, USA), or a novel object (a light grey LEGO block, 6 cm, length; 6 cm, width; 4 cm, height) was immediately placed behind the plexiglass partitions of the side chambers. The walls obstructing the entrances to the chambers were lifted and the test phase was initiated in which test subjects were allowed to freely investigate all three chambers. The entire test was video recorded, and time spent in each chamber (partner side, centre and object side), as well as time spent actively investigating the wild-type partner or novel object (sniffing at the partition) were scored by an experimenter blinded to genotype using a hand-held computer as previously described Psion Observer 3, Noldus, USA).(62).

### Direct social interaction

At 27 days of life, test subjects were single-housed in a clean standard rat cage (40.6 cm, length; 20.3 cm, width; 19 cm, height) with bedding for 3 h prior to testing in dim lighting conditions (10 lux). A novel wild-type partner rat of the same genetic background, age and sex (purchased from SAGE Labs/Horizon, USA) was then placed in the clean cage and animals were allowed to freely engage each other for 10 min. Behaviours were video recorded and the number of events and time spent engaged in specific behaviours were quantified by an experimenter blinded to genotype using a hand-held computer (Psion Observer 3, Noldus, USA). The evaluation of distinct behavioural categories was defined according to previous studies of juvenile play behaviour in rats (41,62,63). *Contact behaviour* was defined as general contact of the test subject (either female *Mecp2*^ZFN/+ ^rat or wild-type littermate) with the partner rat, such as test subject paw placed on the partner body or face with no additional behavioural activity such as sniffing. *Nape/pounce* behaviour was defined as the test subject pouncing on the partner rat with activity from the test subject’s face and/or paws directed towards the nape of the partner rat. *Wrestling* behaviour was defined as events in which both animals push, paw and/or grab each other. *Tail tug* behaviour was defined as the test subject pulling and/or tugging the partner rat’s tail. *Pin* behaviour was defined as the test subject standing directly over the partner rat with its dorsal surface touching the test chamber floor, rendering the partner rat immobile. *Crawl* behaviour was defined as the test subject crawling over and under the partner rat. *Sniff* behaviour was defined as the test subject sniffing the partner rat during stationary encounters with no additional movement. *Follow* behaviour was defined as the test subject actively sniffing and following/chasing the partner rat. Additional measurements of behavioural activity were evaluated as control parameters. *Self-grooming* behaviour was defined as the test subject self-grooming areas of its body and tail with either one or both paws. *Non-social passive* behaviour was defined as the test subject neither interacting with the partner rat nor participating in active exploratory behaviours. *Non-social active* behaviour was defined as the test subject generally exploring their test environment without interacting with the partner rat.

### Open field activity

At 29 days of life, activity was assessed by measuring the total distance travelled in a plexiglass arena (40 cm, length; 40 cm, width; 30 cm height) equipped with photobeams (Accuscan Instruments, Columbus, OH, USA) for 15 min as previously described (62). Testing was performed under dim lighting conditions (15 lux).

### Prepulse Inhibition of the acoustic startle response

At 32 days of life, acoustic startle response (ASR) and prepulse inhibition of the ASR were assessed using the SR-Lab System (San Diego Instruments, San Diego, CA, USA). The apparatus was composed of a sound attenuating chamber, which contained a cylindrical tube where the test subject was placed during testing. Each animal was acclimated to a background white noise of 70 dB for about 5 min prior to the test session. In order to habituate the animals, 10 startle only stimuli were presented at the beginning of each test session as previously described (62). Each test session consisted of 48 trials (six blocks of eight trial types each presented in a pseudo-random order). Each block had a ‘no stimulus’ trial used to measure baseline movement where no sound was presented, a ‘startle only’ trial composed of a 40 ms, 120d B sound burst, ‘prepulse only’ trials (20 ms prepulses of 74, 78 or 82 dB sound) and ‘prepulse inhibition (PPI)’ trials composed of the presentation of one of the three prepulse sounds 100ms prior to the startle stimulus of 120 dB sound. The inter-trial interval ranged from 10–20 s, and the startle response was recorded every 1 ms for 65 ms following the onset of the startle stimulus. Percent PPI of the ASR was calculated as follows: 100 – [(response to acoustic prepulse plus startle stimulus trial/the startle response alone trial) × 100].

### Fear conditioning

At 34 and 35 days of life, animals were subjected to classical fear conditioning as previously described (62). Test subjects were conditioned in a chamber (29.2 cm, length; 24.5 cm, width; 21.5 cm, height) composed of a rectangular box with a metal grid floor (Med Associates Inc., St. Albans, VT, USA). Test subjects were placed in the chamber for 2 min, then exposed to one conditioned stimulus-unconditioned stimulus (CS-US) pairing of a 30 s, 80dB sound (CS) followed by a 2 s, 1 mA foot shock (US). Twenty-four hours later, test subjects were evaluated for both context and cued memory. For contextual fear memory, test subjects were placed in the test chamber for 5 min and the time spent freezing was measured. One hour later, cued fear memory was evaluated. Test subjects were placed in a novel test chamber modified with one white opaque plexiglass sheet placed on the floor of the chamber, and a second white opaque plexiglass sheet placed diagonally to divide the chamber into two compartments. Test subjects were placed in one half of the divided chamber, and a small dish containing vanilla extract was placed in the second half of the chamber. The time spent freezing was measured for 3 min without auditory stimulus, followed by 3 min of continuous auditory stimulus. Time spent freezing for both context and cued fear memory was analyzed using automatic detection software (FreezeFrame version 2.0, Actimetrics, Wilmette, IL, USA) and expressed as a percentage.

### Olfaction test

At 40 and 41 days of life, test subjects were evaluated for gross olfaction using non-social and social odours. Testing was performed in an open field chamber as described above in dim lighting conditions (15 lux). The floor of the chamber contained 16 holes that were baited with various odours placed in small plastic dishes (2 cm, length; 2 cm, diameter). The holes allowed test subjects to smell but not touch odour cues. On the first day of testing, test subjects were placed in the chamber containing the first non-social odour cue (cilantro paste) in three of the 16 holes. The time spent sniffing the holes containing the non-social odour cue was recorded for 3 min. One of the three holes containing the non-social odour cue was then replaced with a second, novel non-social odour cue (rosemary), and the time spent sniffing the holes was measured for 3 min. The following day, the test was repeated using social odour cues. Test subjects were placed in the chamber containing the first social odour cue (small, plastic dish with bedding material from the test subject’s home cage) in three of the 16 holes, and the time spent sniffing the holes was measured for 3 min. One of the three holes containing the first social odour cue was then replaced with a second, novel social odour cue (small plastic dish with bedding material from a cage of unfamiliar rats of the same sex), and the time spent sniffing the holes was measured for 3 min. The duration of sniffing at all holes was recorded by an experimenter blinded to genotype using a hand-held computer (Psion Observer 3, Noldus, USA). For both non-social and social tests, the time spent sniffing the novel odour was compared with the familiar odour and expressed as a novel odour index (time spent sniffing novel odour/time spent sniffing familiar odour × 100).

### Wood block chew test

At 42 days of life, test subjects were single-housed overnight from 16:00 – 09:00 in a clean standard rat cage with a non-toxic, plain wood block (Aspen wood; 0.4 cm, length; 0.2 cm, width; 0.2 cm, height). Wood block mass was recorded before and after the overnight exposure as a measurement of perseverative-like behaviour as previously described (62).

### Statistical analyses of behavioural, western and QPCR data

Statistical analyses of data were performed using a commercially available statistical software package (SPSS, version 23), with the exception of seed opening task data. Data from the elevated zero maze, open field, acoustic startle, prepulse inhibition, wood block chew, fear conditioning, olfaction, direct social interaction, and Western blot and QPCR studies were analyzed using a one way analysis of variance (ANOVA) with genotype as a factor. For testing sociability in the three chamber test, data related to time spent actively investigating the partner or object were analyzed using a one way ANOVA with genotype as a factor. Data related to time spent in each chamber (partner chamber, centre, and object chamber) were analyzed using a one way ANOVA with genotype as a factor; the time spent in the centre compartment is shown for illustrative purposes in the graph but not included in the statistical analysis as previously described (60). Seed opening task was analyzed using standard statistical procedures in GraphPad Prism for linear regression analysis, two-way ANOVA and multiple comparison *post-hoc* testing with Sidak’s procedure.

### RNA sequencing and analysis

RNA extraction (*n =* 4 biological replicates of each genotype, male *Mecp2*^ZFN/y^ and male wild-type littermate hypothalamus, 6 weeks of life) was performed as described above and 10 µg prepared for pair-end RNA-Sequencing using Illumina HiSeq 2500. All sequencing was performed by the Genomic and RNA Profiling Core at Baylor College of Medicine. For each sample, about 70 to 90 million of 100bp pair-end reads were generated. The raw reads were aligned to the *Rattus norvegicus* genome (Ensembl *RGSC3.4*) using TopHat v1.4.1 (101) with default parameters (*-r 400 –p 8*). The first 10 base-pairs of each read at the 5’-end were trimmed prior to mapping to a reference genome. The mappability for each sample was all above 85%. To prepare the aligned sequence reads into an expression level for differential gene analysis, we employed the free Python program HTSeq (102) for this purpose. The *htseq-count* function of HTSeq allowed us to accumulate the number of aligned reads that falls under the exons of the gene (union of all the exons of the gene). These read counts obtained are analogous to the expression level of the gene.

Using the obtained raw counts, differential gene analysis was carried out using the DESeq package in the R environment. DESeq includes functions for us to test for gene expression changes between samples in different conditions by the use of the negative binomial distribution and a shrinkage estimator for the distribution’s variance (103). The *nbinomTest* function of the package was used to test if a gene is significantly differentially expressed. Benjamini-Hochberg False discovery rate (FDR) adjusted p-values are reported. Heatmap of the differentially expressed genes (FDR < 0.05, at least 1.5 fold-changes) were plotted. The plotted expression (z-scores) for each gene was the expression values normalized at the gene level to have a mean of zero and standard deviation of one. The heatmap was drawn based on the normalized expression data clustered by both gene and samples based on Euclidean distance and complete linkage. Gene ontology analysis was carried out with DAVID (http://david.abcc.ncifcrf.gov/) using the mouse gene symbols. The lists of genes were queried in DAVID in order to obtain the biological processes and molecular functions in which the input gene lists are enriched. The *–log10(FDR)* of the enriched functions were plotted to indicate the significance of the enrichment of each function. Comparisons to existing *Mecp2* mouse gene expression datasets (hypothalamus (66,69), cerebellum (67) and amygdala (68)) were made using lists of altered gene sets as provided in previous studies.

## Gene Expression Omnibus Accession Number

GSE83323

## Supplementary Material

Supplementary Material is available at *HMG* online.

Supplementary Data

# Supplementary material for: Loss of MeCP2 in the rat models regression, impaired sociability and transcriptional deficits of Rett syndrome
**Source:** Hum Mol Genet. 2016 Jun 30;25(15):3284–302. doi: 10.1093/hmg/ddw178
**Supplement:** Supplementary Data

Loss of MeCP2 in the rat models regression, impaired sociability and transcriptional deficits of Rett syndrome — Loss of MeCP2 in the rat models regression, impaired sociability and transcriptional deficits of Rett syndrome — Supplementary Data 

# Loss of MeCP2 in the rat models regression, impaired sociability and transcriptional deficits of Rett syndrome

## Supplementary Data

files

- Supplementary Data - zip file

# Supplementary material for: Loss of MeCP2 in the rat models regression, impaired sociability and transcriptional deficits of Rett syndrome
**Source:** Hum Mol Genet. 2016 Jun 30;25(15):3284–302. doi: 10.1093/hmg/ddw178

Supplementary Material

Loss of MeCP2 in the rat models regression, impaired sociability and transcriptional deficits of Rett syndrome

Surabi Veeraragavan, Ying-Wooi Wan, Daniel R Connolly, Shannon M Hamilton, Christopher S Ward, Sirena Soriano, Meagan R Pitcher, Christopher M McGraw, Sharon G Huang, Jennie R Green, Lisa A Yuva, Agnes J Liang, Jeffrey L Neul, Dag H Yasui, Janine M LaSalle, Zhandong Liu, Richard Paylor, Rodney C Samaco

Supplementary Materials and Methods with references 2

Supplementary Figure Legends.....4

Supplementary Table Legends.....6

Supplementary Figures.....8

SUPPLEMENTARY MATERIAL

SUPPLEMENTARY MATERIALS AND METHODS

Western blot and immunofluorescence staining. MeCP2 levels were analyzed in additional brain regions as a comparative analysis to cortical tissue; the amygdala and cerebellum were dissected from an additional set of animals independent from the animals in the main text (N=2 per genotype as shown; +/+, female wild-type littermates, and ZFN/+, female *Mecp2*^{ZFN/+} rats) and processed for Western blot analysis using the methods and C-terminal anti-MeCP2 and GAPDH antibodies described in the main text.

For evaluating whether an N-terminal truncation product is detectable, we used male *Mecp2*^{ZFN/y} rats (ZFN/y) compared with male wild-type littermate (+/y) animals (Western blot, N=4 per genotype; IF, N=1 per genotype). IF staining was conducted in parallel with the brain of one *Mecp2* Tm1.1Bird/y mouse, the comparable mouse null allele, and a corresponding male wild-type littermate mouse. All tissue was collected from animals at approximately 6 weeks of life from a separate cohort of the animals in the main text. Cortical tissue was processed using the methods described in the main text, and immunodetection of N-terminal MeCP2 was performed using a commercially available antibody (M7443 diluted 1:1000; Sigma, USA). IF staining was also conducted using the on-slide staining procedure described in the main text; all primary and secondary antibodies as well as DAPI counter-staining were also similar except for the detection of N-terminal MeCP2 (M7443 diluted 1:500; Sigma, USA). Image acquisition was performed using a Zeiss 710 confocal microscope, and prepared with ImageJ as previously described (1).

For quantification of MeCP2 IF signal and percentage relative to NeuN-positive cells, we analyzed the brains from an independent set of female *Mecp2*^{ZFN/+} rats (ZFN/+) and wild-type (+/+) littermate animals (N=3 rats per genotype, approximately 6 weeks of life). Brains were fixed by transcardial perfusion of phosphate buffered saline (PBS) followed by 4% paraformaldehyde (PFA) in PBS. The brains were then removed, placed in PFA overnight, cryoprotected in 30% sucrose in PBS, embedded in optimal cutting temperature medium, and subsequently frozen. Free-floating coronal sections at 50 μ m thickness were obtained using a Leica CM3050S cryostat. Matched sections were selected and permeabilized in 0.3% Triton-X 100 in PBS (PBST) for 15 min, and blocked for 2 hr in 10% normal goat serum in PBST (blocking buffer). Sections were then incubated in primary antibody in blocking buffer for 48 hr at 4°C, washed with PBST, incubated in secondary antibody in blocking buffer overnight at 4°C, washed with PBST, incubated in DAPI in

PBST (1:10,000) for 15 min, and washed with PBST. The sections were mounted onto slides using Prolong Gold Antifade Mounting Medium (ThermoFisher Scientific, USA). Primary antibodies used were Chicken anti-MeCP2 (ABE171 diluted 1:500; Millipore, USA) and Mouse anti-NeuN (MAB 377 diluted 1:750; Millipore, USA). Secondary antibodies used included Alexa Fluor conjugated Donkey Anti-Chicken IgG and Donkey Anti-Mouse IgG (1:500; Jackson ImmunoResearch, USA). Slides were imaged using a Zeiss LSM 880 confocal microscope with a 40x objective. Z-stack images were captured with identical image acquisition settings, and the identical region within the somatosensory cortex was imaged using anatomical landmarks based on The Rat Brain in Stereotaxic Coordinates (2). Three sections per animal were imaged and maximum-intensity projections were prepared using ImageJ. Quantitative analysis of MeCP2 intensity in individual neurons was accomplished using Bitplane Imaris 64x version 8.1. Using the Imaris surface tool, surfaces were created to encapsulate individual nuclei based on a threshold DAPI fluorescence intensity and a minimum 3D volume. The mean MeCP2 signal intensity in each nucleus was calculated within surfaces that exceeded a threshold NeuN fluorescence intensity. Surfaces that encapsulated more than 2 nuclei were manually discarded. Quantification of the percentage of NeuN-positive nuclei expressing MeCP2 was performed using a consistent mean MeCP2 intensity threshold. A minimum of 163 cells was quantified per animal from a minimum of 3 images. Statistical analysis was performed as described in the main text using a one-way ANOVA with genotype as the main factor.

SUPPLEMENTARY REFERENCES

1. Ward,C.S., Arvide,E.M., Huang,T.-W., Yoo,J., Noebels,J.L. and Neul,J.L. (2011) MeCP2 is critical within HoxB1-derived tissues of mice for normal lifespan. *J. Neurosci. Off. J. Soc. Neurosci.*, **31**, 10359–10370.
2. Paxinos,G. and Watson,C. (2014) The Rat Brain in Stereotaxic Coordinates Seventh edition. Elsevier/AP, Academic Press is an imprint of Elsevier, Amsterdam ; Boston.

SUPPLEMENTARY FIGURE LEGENDS

Figure S1. Schematic diagram showing the predicted modification of the rat *Mecp2* locus using a ZFN approach.

(A) *Mecp2* contains four exons; ZFN targeting directed towards the fourth exon is predicted to result in an early truncation product that terminates at amino acid 245. The predicted truncation product, though not detected as shown in **Fig. S2**, would have contained a complete methyl-CpG-binding domain (MBD) and a partial transcriptional repression domain (TRD), but lack a nuclear localization signal (NLS).

Figure S2. An N-terminal truncation product is not detected in MeCP2 ZFN rats, similar to observations reported in RTT individuals. (A, B) Analysis of additional brain regions confirm a reduction of MeCP2 in female *Mecp2*^{ZFN/+} rats (ZFN/+) compared with female wild-type littermates (+/+).

(C) The ZFN-induced deletion is predicted to result in an approximate 27 kD truncation product; however, Western blot analysis using an N-terminal anti-MeCP2 antibody did not detect this product, but rather a non-specific band present in both *Mecp2*^{ZFN/y} (ZFN/y) and male wild-type littermate (+/y) rats. (D-G) Combined immunofluorescence staining using both N- and C-terminal anti-MeCP2 antibodies detected MeCP2 in cortical cells of male +/y rats (D). Neither antibody detected MeCP2-specific signal in *Mecp2*^{ZFN/y} rat brain (E). As a control, brains from a male *Mecp2*^{-y} mouse brain (Tm1.1Bird/y allele, complete null) and wild-type +/y littermate mouse were stained with the same antibodies. Similar to +/y rat brain, +/y mouse brain showed the expected pattern of MeCP2 expression (F). Neither antibody detected specific MeCP2 signal in Tm1.1Bird/y mouse brain (G). The faint signal present using the N-terminal anti-MeCP2 antibody in the rat (E) was also present in the Tm1.1Bird/y mouse brain (F) confirming the detection of non-specific background signal. These data indicate that the *Mecp2* ZFN rat is a viable model to study the consequences of loss of MeCP2 protein as reported in nonsense mutations associated with RTT that result in loss of protein, no truncation product and normal RNA levels as discussed in the main text. Scale bar indicates 25 μ m.

Figure S3. Quantitative analysis of MeCP2 signal intensity and distribution within NeuN-positive (+) cells. (A-C)

Representative images of the somatosensory cortex for female wild-type littermates (+/+; (A)) and female *Mecp2*^{ZFN/+} rats (ZFN/+; (B)) are shown. ZFN/+ rats display an approximate 50% reduction in MeCP2 immunofluorescence signal intensity (C). (D) Quantification of MeCP2 signal within NeuN-positive (+) cells demonstrates that approximately half of

NeuN+ cells express MeCP2. Although there is some degree of variability among the three animals that were analyzed, the percentage of MeCP2+/NeuN+ cells in ZFN/+ rat somatosensory cortex is significantly reduced among the three animals analyzed. White arrows indicate NeuN+ cells that do not have MeCP2 signal, scale bar indicates 50 μ m. +/+, female wild-type littermate; ZFN/+, *Mecp2*^{ZFN/+}; * $p < 0.05$.

SUPPLEMENTARY TABLE LEGENDS.

Table ST1. Down common rat-mouse. List of down-regulated gene expression changes in *Mecp2* ZFN/y rat hypothalamus that were "activated" in the hypothalamus of MeCP2 mouse models. +/y, male wild-type littermate; ZFN/y, male *Mecp2*^{ZFN/y} rat.

Table ST2. Up common rat-mouse. List of up-regulated gene expression changes in *Mecp2* ZFN/y rat hypothalamus that were "repressed" in the hypothalamus of MeCP2 mouse models. +/y, male wild-type littermate; ZFN/y, male *Mecp2*^{ZFN/y} rat.

Table ST3. Opposite from *Mecp2*-NULL mice, or similar to *MECP2*-TG mice. List of gene expression changes in *Mecp2* ZFN/y rat hypothalamus that were either opposite from *Mecp2*-NULL mice, or changed in the same direction as observed in *MECP2*-TG mice. +/y, male wild-type littermate; ZFN/y, male *Mecp2*^{ZFN/y} rat.

Table ST4. Opposite from both *Mecp2*-NULL and *MECP2*-TG mice. Gene expression change in *Mecp2* ZFN/y rat hypothalamus that was opposite from both *Mecp2*-NULL and *MECP2*-TG mice. +/y, male wild-type littermate; ZFN/y, male *Mecp2*^{ZFN/y} rat.

Table ST5. Down unique rat. List of gene expression changes uniquely down-regulated in *Mecp2* ZFN/y rat hypothalamus. +/y, male wild-type littermate; ZFN/y, male *Mecp2*^{ZFN/y} rat.

Table ST6. Up unique rat. List of gene expression changes uniquely up-regulated in *Mecp2* ZFN/y rat hypothalamus. +/y, male wild-type littermate; ZFN/y, male *Mecp2*^{ZFN/y} rat.

Table ST7. Down in rat and altered in cerebellum or amygdala of MeCP2 mice. List of gene expression changes down-regulated in *Mecp2* ZFN/y rat hypothalamus and altered in brain regions other than the hypothalamus of MeCP2 mouse models, such as the cerebellum and amygdala. +/y, male wild-type littermate; ZFN/y, male *Mecp2*^{ZFN/y} rat.

Table ST8. Up in rat and altered in cerebellum or amygdala of MeCP2 mice. List of gene expression changes up-regulated in *Mecp2* ZFN/y rat hypothalamus and altered in brain regions other than the hypothalamus of MeCP2 mouse models, such as the cerebellum and amygdala. +/y, male wild-type littermate; ZFN/y, male *Mecp2*^{ZFN/+} rat.

Table ST9. List of gene ontology terms associated with common gene expression alterations. Tables showing list of gene ontology terms associated with down- and up-regulated genes commonly altered among *Mecp2* rats and mice.

Table ST10. List of gene ontology terms associated with unique gene expression alterations. Tables showing list of gene ontology terms associated with down- and up-regulated genes uniquely altered in *Mecp2* rats.

Table ST11. Summary of gene expression findings in RTT brain based on the predictive validity of MeCP2 rodent model transcriptional profiling studies.

Table ST12. Statistical summary of behavioral data. Complete table of statistical analyses for behavioral studies.

Fig S1

A

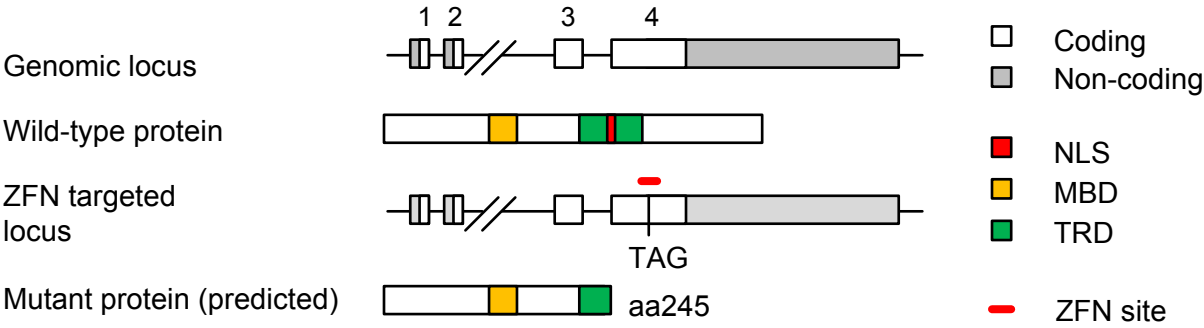

Fig S2

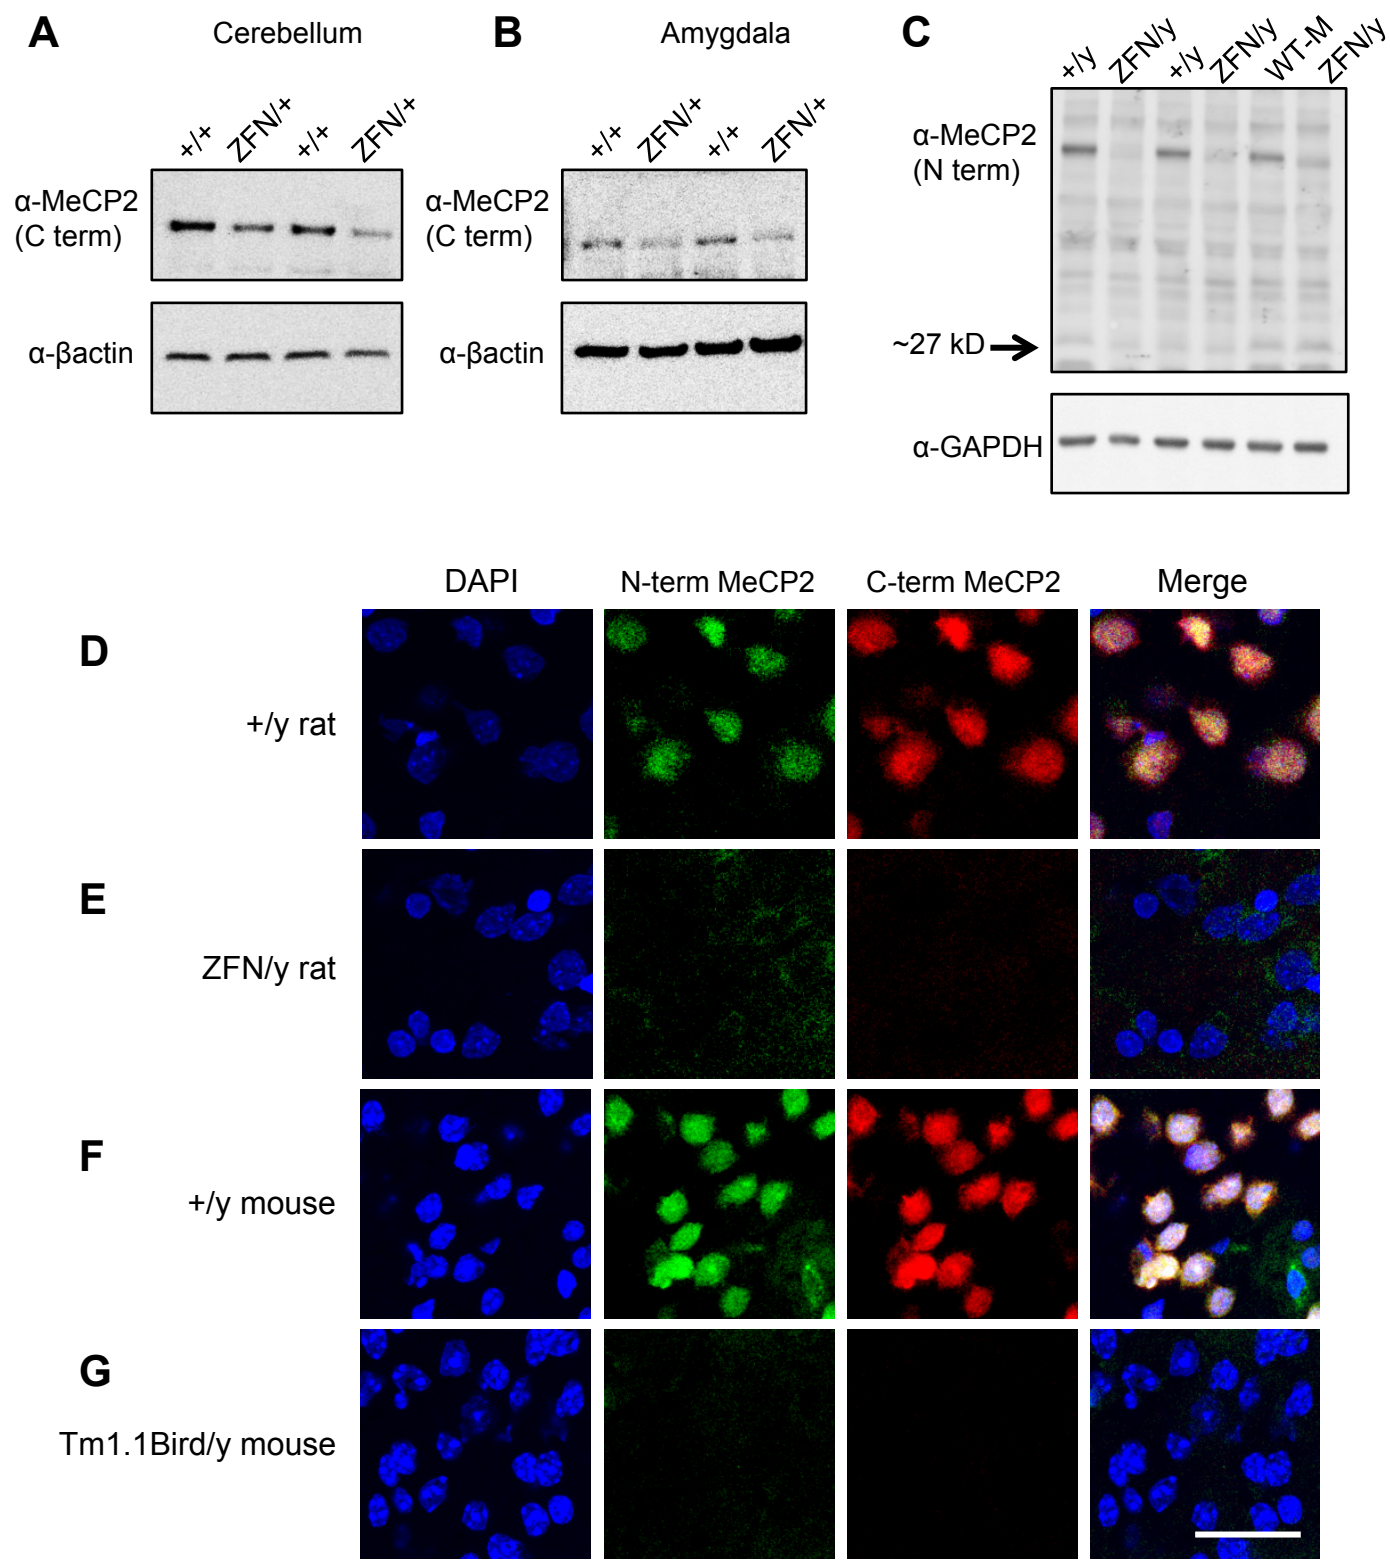

Fig S3

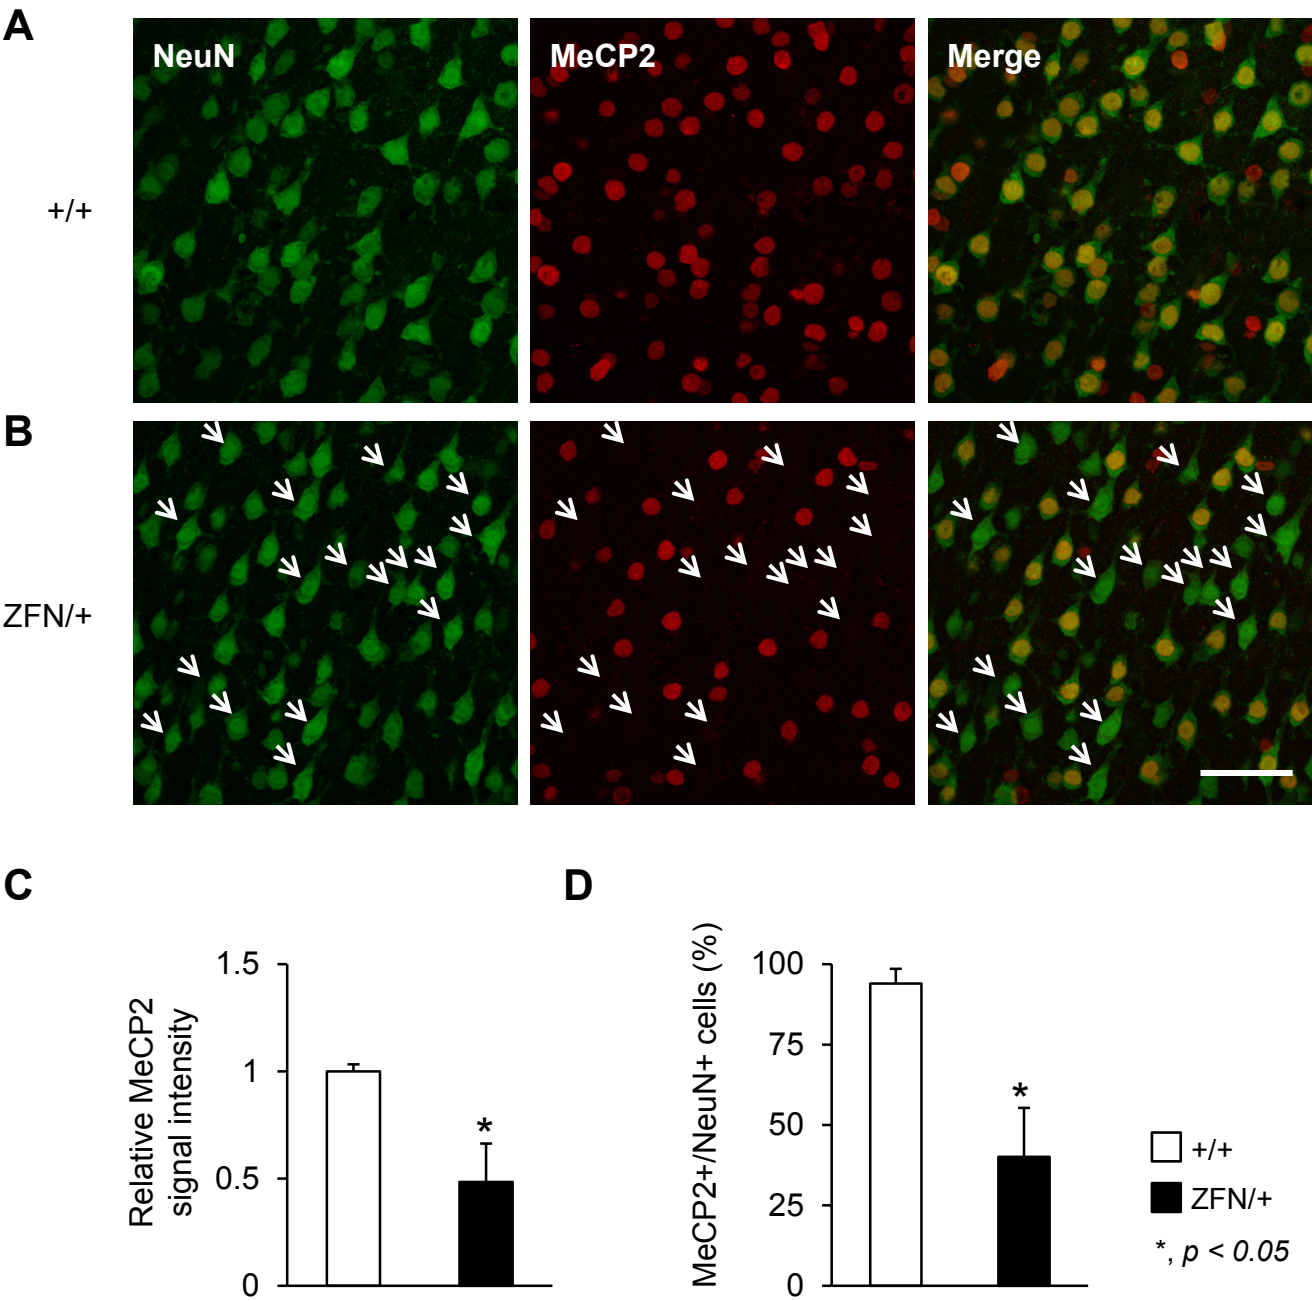

**Supplement:** Supplementary Data

How the deposited data were processed for this re-analysis (not part of the article)

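RNA of the hypothalamus was measured in 8 male Sprague-Dawley rats at 6 weeks of life, 4 Mecp2 ZFN/y and 4 wild-type littermates (+/y), with 1 library per animal and no pooling. The paper's methods and the submitters' notes describe how the counts were made: ribosomal RNA was removed, paired-end reads of 100 bases were generated, and the authors trimmed the first 10 bases of each read, aligned the reads to the rat genome RGSC3.4 with TopHat 1.4.1 (settings -r 400 and -p 8) and counted the reads over the union of the exons of each gene with HTSeq. As deposited, the values are whole read counts per Ensembl gene identifier with no normalization. Each count file also holds 5 totals that belong to no gene (reads outside annotated exons, ambiguous reads, reads of low alignment quality, reads not aligned and reads with more than 1 alignment). These totals were left out of library sizes and tests, and the totals for low quality and for reads not aligned were 0 in every library. The strand setting and the overlap mode of the counting are not stated in the sources used here.

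The files hold 29516 genes, of which 24087 had a count in at least 1 library. Reads counted to genes ranged from 35186268 to 42837838 per library, and 20880 to 21361 genes had a count. Of the reads with a single position, 30.9% to 36.5% lay outside annotated exons and 0.579% to 0.656% were ambiguous. The 5 genes with the most counts took 4.62% to 5.83% of a library. Libraries of the same genotype were checked for duplicates: over genes, the variation between a pair of libraries was 4.61 to 34.0 times counting error, so no library was a copy of another of its genotype. The first 2 principal components of log2 CPM held 32.1% and 23.7% of the variance. The variation between animals beyond counting error, as edgeR's common biological coefficient of variation, was 0.0876.

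The genotypes were compared with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, on genes passing filterByExpr with its default settings (a minimum count of 10 and a minimum total of 15), with TMM scaling and no covariate. A gene was called changed at a Benjamini-Hochberg adjusted p under 0.05 over the 16923 genes tested, with no minimum fold change. Levels in CPM are counts divided by the TMM-scaled library total, given as mean ± SD over 4 animals. Standard errors of log2 fold changes were derived from the test, as the absolute log2 fold change divided by the square root of the quasi-likelihood F statistic. With 4 animals against 4, the smallest p of a two-sided exact permutation test is 0.0286, and it was used for library totals alone.

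The step was tested on simulated data built with known changes, over 16910 genes passing the filter. At the same number of libraries, edgeR recovered 71.6% of 67 genes changed 1.5-fold (48 genes), 88.1% of 67 genes changed 2-fold (59) and 95.5% of 66 genes changed 4-fold (63), with 22 false calls. The false calls were a larger share of all calls than the adjusted p threshold of 0.05. No change under 1.5-fold was simulated, whereas only 292 of the 1792 changed genes reached 1.5-fold. Recovery of the smaller changes was therefore not tested.

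The count files name no gene. Names come from Supplementary Tables ST1 to ST8, read as 1292 rows of the study, which pair 1254 identifiers with symbols (36 of them with the symbol of the mouse homologue); 37 identifiers stand in more than 1 row. Of the 1254, 1251 were tested. Mecp2 is not in these tables and was not analysed here, and the comparison with the mouse data sets rests on the tables' own categories.

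Genes named in the text were chosen by a rule written before the data were examined, but after the study's tables had been read: every gene that the study's text or Fig. 6 names; the 10 largest changes in each direction among changed genes with at least 1 CPM on average whose genotypes did not overlap; the 5 lowest adjusted p in each direction; up to 4 changed members of each gene list with the lowest p, or, where fewer than 2 changed, up to 2 members with the highest level; and up to 4 changed genes of each of Tables ST1 to ST8. This named 105 genes, of which 104 were called changed. A member named because it was alone in not passing, as an example among unnamed genes or for lying beyond a range the paper states, was chosen after its values were seen.

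The 32 gene lists cover hypothalamic neuropeptides and hormones, neuropeptide receptors, monoamine and acetylcholine receptors, glutamate and GABA receptors, potassium channels, axon guidance, small GTPase regulators, glucocorticoid-responsive genes, circadian clock genes, immediate early genes, cholesterol synthesis, GABA and glutamate neuron markers, monoamine synthesis and transport, cholinergic neuron markers, hypothalamic transcription factors, MeCP2 targets reported in mouse brain, markers of other cell types and of neighbouring tissues, and the genes of Fig. 6. They were written before the data were examined and after the study's tables had been read. Since only genes that the study called have a name, membership in a list was known for changed genes almost alone. Tests of whole lists (camera and fry) and counts adjusted over the list alone were therefore not run, as such members were picked by the outcome.

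Alternatives set before the data were examined were RLE, total count and upper quartile scaling, DESeq2 1.42.0, limma-voom with library quality weights (limma 3.58.1), the nbinomTest of the first DESeq package rewritten for this work (the test that the paper's methods name), no filter on low counts, at least 50 counts in every library, Bonferroni adjustment, a minimum fold change of 1.5, the replicate number of the labels as a block, and leaving out each library in turn. Counts per gene list and per table without Mecp2 ZFN/y replicate 4 were added after seeing that this library has the highest share of reads outside exons. All 35 splits of the 8 libraries into 4 and 4 were tested, and all libraries were thinned at random to the lowest total. A planned comparison of long and short genes was not run, because no gene lengths of the authors' genome annotation were used here. The qPCR, behavioural and human tissue experiments of the paper were not analysed here.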

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

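The tests of mixed wild-type RNA, of the share of reads outside exons and of thalamus tissue in this part were chosen only after the result was seen.

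Of the 1792 changed genes, 577 are outside the entries of Tables ST1 to ST8 used here and have no name here, so whether the paper discusses any of them elsewhere cannot be told; 313 rose and 264 fell. Their changes were smaller than those of the 1215 changed genes inside the tables, with a median absolute log2 fold change of 0.182 against 0.367. For the number of changed genes as a whole, 1792, splits of the 8 libraries into 4 and 4 argue against chance but cannot exclude it. Only 1 of the 35 splits, the real one, gave as many calls, and the highest count of any other split was 8. A share of 1 in 35 is the smallest that these splits can give. Every other split mixes the genotypes, which widens the spread within its groups and lowers its calls where the genotypes differ. A batch or dissection difference that followed the genotypes would give the same result. Counted reads did not separate the genotypes (means of 39887900 in wild-type and 40167200 in Mecp2 ZFN/y, exact permutation test, two-sided p = 0.914). With every library thinned to 35186268 reads, edgeR called 1758 genes. The totals were already alike and the test scales by them, so thinning could hardly lower the count and decides nothing further. The genotype is the biological explanation that the design names, and it is a hypothesis here. The labels give no sequencing or dissection batch, so none was tested, and GC content and gene length were not tested.

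In 13 of 210 groups of 4 libraries of the named genes, 1 library lay apart from the other 3, where chance alone marks about 1 in 20 groups. In wild-type, the genes were Bmper (replicate 3 at 10.26 CPM against 9.507 to 9.602), Galp (replicate 3 at 0.6905 against 0.386 to 0.4328), Kl (replicate 3 at 4.501 against 5.031 to 5.139), Htr1a (replicate 2 at 13.13 against 12.74 to 12.76), Zbtb16 (replicate 2 at 8.446 against 4.946 to 5.329) and ENSRNOG00000012575 (replicate 4 at 4.946 against 1.892 to 2.164). In Mecp2 ZFN/y, they were Prph (replicate 3 at 26.98 against 24.63 to 24.9), Esrrb (replicate 3 at 3.21 against 1.879 to 1.959), Smyd2 (replicate 2 at 199.1 against 194.6 to 195.3) and 4 genes in replicate 4: Brs3 (1.908 against 1.487 to 1.52), Gad2 (152.9 against 125.5 to 129.2), Gja1 (361.7 against 418.4 to 429.9) and Nxph4 (1.786 against 0.9205 to 1.062). The ranges of Htr1a and Smyd2 are narrow, so a small gap sufficed. Of these 13 genes, ENSRNOG00000012575 alone no longer passed edgeR's test without the library concerned (log2 fold change -1.003 in place of -1.44, adjusted p = 0.0562; up to 0.167 over its other settings), and Kl did not pass with all libraries.

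Mecp2 ZFN/y replicate 4 also had 36.52% of its reads outside annotated exons, against 30.96% to 31.79% in the other 3 Mecp2 ZFN/y libraries. In each of its 4 genes above, replicate 4 lay on the side of the wild-type mean (Brs3 3.73, Gad2 163, Gja1 352 and Nxph4 3.20 CPM). For the genes called without a given Mecp2 ZFN/y library, the slope of that library's change on the mean change of the other 3 was 0.5934 for replicate 4, against 0.9932, 0.9299 and 0.6948 for replicates 1, 2 and 3. These slopes are not like for like, as they rest on 1030, 1038 and 1694 genes for replicates 1, 2 and 3 and 2811 for replicate 4. A candidate explanation is wild-type RNA or tissue mixed into this library, which would shrink all its changes alike. Over the 100 genes with the lowest p without replicate 4, its change was a median of 0.7343 of the mean change of the other 3, with quartiles of 0.5723 and 0.9612, where the same median was 1.025, 1.022 and 0.9233 for replicates 1 to 3. The quartiles lie further apart than the bounds set for even mixing, and the lower one is below the bound set against it, so mixing cannot be told apart from variation between animals. Mixing in wild-type RNA would not raise the share outside exons above that of every wild-type library (30.9% to 32.7%). A second candidate explanation is that share itself, as unspliced RNA or DNA. With the share as a covariate edgeR called 2763 genes, but replicate 4 sets this covariate nearly alone (leverage 0.923), which makes the test void, so this explanation cannot be told apart either. The design gives no condition that separates this animal from the other 3, and no biological explanation was tested. With replicate 4 left out, 2820 genes were called.

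Pvalb and Scn4b, both higher in Mecp2 ZFN/y, varied together among the Mecp2 ZFN/y animals: Pvalb had 88.1, 131, 168 and 69.2 CPM and Scn4b 96.4, 110, 142 and 72.8 CPM in replicates 1 to 4. The order of the 4 animals is the same in both genes. Both are on the list of 13 markers of the thalamus, and more tissue from the thalamus in the Mecp2 ZFN/y samples is a candidate explanation. Calb2, also on the list and the most abundant of the 3 with 430.2 CPM in wild-type, went the other way (log2 fold change -1.003, lower in 4 of 4 animals). Only these 3 of the 13 markers have a name, the study picked all 3 from these libraries, and the hypothalamus expresses them too. The test is therefore void, and tissue from the thalamus cannot be told apart from a change in these genes by genotype.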

How the results depend on the processing

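Counts per gene list and per table without Mecp2 ZFN/y replicate 4 were added after seeing the data. The number that rose or fell changed by at most 4 genes in any of the 32 gene lists and 8 tables. Only genes that the study called on all 8 libraries have a name, so newly called genes could not enter these counts. Their small change was thus largely set in advance and is not evidence that the lists are robust. The camera and fry tests of gene lists, with their alternatives, were not run, because list members could be named almost only where the study had called them.

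No gene called by edgeR in the comparison of all 8 libraries was called in the opposite direction under any of the 19 other settings. The number of changed genes, 1792, stayed within a factor of 1.5 with RLE, total count and upper quartile scaling, DESeq2, the rewritten nbinomTest, no filter on low counts and the stricter filter (1263 to 2270). limma-voom with quality weights called 3255 genes, 1711 up and 1544 down; the cause was not tested. By construction fewer genes passed with Bonferroni adjustment (85, with 49 up and 36 down) and with a minimum of 1.5-fold (292, with 77 up and 215 down).

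The share of changed genes that were up was 51.8% and changed with the scaling, to 41.32% with total counts and 43.45% with the upper quartile; these scalings moved the log2 fold changes by a median of -0.0247 and -0.0187. It was 49.33% with the rewritten nbinomTest, for which the cause was not tested, and 26.37% at 1.5-fold or more, where the larger changes were mostly decreases.

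With the replicate block, 1092 genes were called, 565 up and 527 down. Correlations between libraries of the same number, -0.112, 0.177, -0.0827 and 0.230, do not settle whether the animals are paired. Replicates 2 and 4 correlated best with the library of their own number, while replicates 1 and 3 did not. The labels give no litter, so the test without a block could not take litter into account. The block also leaves fewer degrees of freedom. Without single libraries, the count ranged from 1031 (Mecp2 ZFN/y replicate 1) to 2820 (Mecp2 ZFN/y replicate 4), the genes up from 539 to 1483 and the genes down from 479 to 1337. It was 1034, 1046, 1178 and 1360 without wild-type replicates 1 to 4, and 1041 and 1697 without Mecp2 ZFN/y replicates 2 and 3. The lower counts come with fewer animals. The rise without Mecp2 ZFN/y replicate 4 goes against that, and its cause could not be settled.

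Of the 18 tested genes that the study names, all were called with each scaling, the rewritten nbinomTest, limma-voom and no filter. With at least 50 counts in every library, 11 were called because the others were no longer tested, and DESeq2 called 16, its independent filtering giving Galp and Wisp1 no adjusted p. The replicate block called 17, all but Wisp1, and leaving out single libraries 15 to 18. Over the 105 named genes and the 17 settings with no stricter threshold, 1674 of 1768 results kept their call, 91 no longer passed and 3 newly passed, all 3 for Kl. In total 84 genes kept their call in every setting that gave them a result, and not every gene had a result in each setting. With the replicate block, Wisp1, Pappa2, Gabra3, Tm7sf2, Hdc, C1ql1, Penk and St3gal6 no longer passed (adjusted p 0.0528 to 0.0932 from edgeR). Depth limits what can be said of genes with about 2 CPM or less. Galp, Wisp1, Gast and Tmem52 were that low in both genotypes. So were Krt17, Pappa2 and Chrm4, with 1.62, 2.02 and 2.06 CPM in wild-type and 0.605, 0.547 and 1.09 CPM in Mecp2 ZFN/y. Among other named genes, Esrrb and Glis1 were that low in wild-type and F12 in Mecp2 ZFN/y.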

Differences from the paper's values

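The paper gives a depth of 70 to 90 M reads generated per sample. The reads counted to genes were 35.19 to 42.84 M per library. These are different quantities, since reads outside exons, ambiguous reads and reads with more than 1 alignment are not counted. Whether the paper's depth counts single reads or pairs is not clear, and how far the uncounted totals account for the difference was not tested. None of the alternatives set before the data were examined changes the number of reads counted, so this difference holds under all of them.

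At the paper's stated threshold, a Benjamini-Hochberg adjusted p under 0.05, the paper reports 1268 altered genes, 638 down-regulated and 630 up-regulated, and edgeR called 1792, with 864 down and 928 up. The values are within a factor of 1.5 of each other. The nbinomTest, which the paper's methods name, called 1263 when rewritten, 640 down and 623 up, and 1241 of the 1263 are in Tables ST1 to ST8. The 1292 entries of all 8 tables used here hold 1254 different identifiers, 627 down and 627 up, which is not the same set of entries as the paper's total.

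The legend of Fig. 5 gives the 2 directions the other way round from the text and names a Bonferroni adjustment where the methods name Benjamini-Hochberg. In the counts, the genes of Tables ST1, ST5 and ST7 were lower in Mecp2 ZFN/y and those of Tables ST2, ST6 and ST8 were higher, as the tables give them, and with Bonferroni adjustment edgeR called 85 genes.

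Of the 1254 genes listed in Tables ST1 to ST8, 39 were not called by edgeR: 10 of Table ST1, 1 of Table ST2, 13 of Table ST5, 10 of Table ST6 and 1 each of Tables ST7 and ST8 were tested (adjusted p 0.0510 to 0.0942 from edgeR), and Defb1, Muc20 and Trim58 fell below the filter. All 39 lie in the direction of the tables. The rewritten nbinomTest called 38 of the 39, DESeq2 35, limma-voom 32, upper quartile scaling 15, total count scaling 13, the filter of at least 50 counts 13, no filter 10, the replicate block 4, and fits without single libraries 2 to 19; RLE scaling called none. Defb1, Muc20 and Trim58 were called by the rewritten nbinomTest (adjusted p = 0.0348, 0.0400 and 0.0288) and by edgeR with no filter (adjusted p = 0.00858, 0.0220 and 0.0185). Kl, which the paper lists, had an adjusted p of 0.0667 from edgeR and was called by DESeq2 (0.0311), the rewritten nbinomTest (0.0200) and limma-voom (0.0403). For the 1251 listed genes that were tested, the log2 fold change had the same sign as in the tables and lay within 1 SE of the table's value in every gene.

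The paper describes the changes as lying within an approximate range on the log2 scale. Gast, at -2.55, Trav5-4, at -2.51, and LOC680415, at -2.23, lay beyond -2, and no changed gene lay above 2. The shares of changed genes per category given here are taken over the 1215 called genes that the tables list, so they follow the make-up of the tables and do not test the paper's shares.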

Other observations

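The observation on genes with a large difference that did not pass edgeR's test was chosen only after the result was seen. The names of the gene lists below come from tables of genes that the study called in these animals, so a count of members that rose or fell is not independent evidence of a direction, and unnamed members were not counted.

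Of 21 glucocorticoid-responsive genes, 4 have a name and these 4 were higher in Mecp2 ZFN/y; the other 17 were not counted. Besides Fkbp5 and Zbtb16, Tsc22d3, encoding the glucocorticoid-induced leucine zipper, rose from 179 ± 14.8 to 240.3 ± 19.8 CPM (SD, n = 4 each; log2 fold change 0.43, SE 0.0702, adjusted p = 0.00449 from edgeR), higher in 4 of 4 animals. Gpd1, a glycerol-phosphate dehydrogenase, rose from 139 ± 48.3 to 284 ± 72.0 CPM (log2 fold change 1.03, SE 0.238, adjusted p = 0.0215 from edgeR), with overlapping ranges (108 to 210.1 and 183 to 343 CPM), and no longer passed without wild-type replicate 1, 3 or 4 or Mecp2 ZFN/y replicate 1 or 2 (adjusted p 0.0560 to 0.0691 from edgeR). The 4 genes also moved together within a genotype. Wild-type replicate 2 was the highest wild-type library in each, at 199.8 CPM for Tsc22d3 against 165 to 176 in the other 3, 32.6 for Fkbp5 against 23.7 to 25.4, 8.446 for Zbtb16 against 4.946 to 5.329 and 210.1 for Gpd1 against 108 to 126. Mecp2 ZFN/y replicate 4 was the lowest Mecp2 ZFN/y library in each. The level of these genes thus varied between animals of the same genotype, and the 4 are not separate observations of a difference. Without wild-type replicate 2 the 4 still passed, with log2 fold changes of 0.48, 0.87, 1.37 and 1.303 in the same order. Of 19 circadian clock genes, 5 have a name and these 5 rose: Usp2 by a log2 fold change of 0.64 (SE 0.0991), Ciart by 0.48 (SE 0.0772), Bhlhe40 by 0.44 (SE 0.0571), Nr1d1 by 0.41 (SE 0.0649), and Dbp. The time of day of tissue collection and hormone levels are not in the labels used here, and no explanation was tested. Of 20 immediate early genes, 1 has a name: Dusp1 rose by 0.47 (SE 0.104) with overlapping genotypes, and no longer passed without wild-type replicate 1, 2 or 3 or Mecp2 ZFN/y replicate 1 (adjusted p 0.0540 to 0.0619 from edgeR).

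Among markers of neurons, Slc17a8, a vesicular glutamate transporter, fell from 5.60 ± 0.583 to 2.71 ± 0.468 CPM (SD, n = 4 each; log2 fold change -1.04, SE 0.131), and Gad2, an enzyme of GABA synthesis, had a log2 fold change of -0.29 (SE 0.0645), the 2 named of 7 GABA and glutamate neuron markers. Gad2 no longer passed without wild-type replicate 2 or 3 or Mecp2 ZFN/y replicate 1 or 2 (adjusted p 0.0510 to 0.0595 from edgeR). Of 10 cholinergic neuron markers, the 2 with a name fell: Ntrk1, the receptor of nerve growth factor, from 7.87 ± 1.76 to 4.06 ± 0.479 CPM (log2 fold change -0.95, SE 0.157), and Slc5a7, from 19.6 ± 4.72 to 7.61 ± 3.30 CPM. In both genes, replicate 2 was the highest and replicate 3 the lowest wild-type library. Mecp2 ZFN/y replicate 4 was the highest and replicate 2 the lowest of its genotype in both. Ntrk1 and Slc5a7 are thus not separate observations of a difference, and no cause was tested. Of 11 genes of monoamine synthesis and transport, 1 has a name: Hdc, the enzyme of histamine synthesis, fell by 0.38 on the log2 scale (SE 0.0955), and no longer passed with the replicate block or without wild-type replicate 1, 2 or 3 or Mecp2 ZFN/y replicate 1 or 3 (adjusted p 0.0569 to 0.0956 from edgeR). Of 22 genes of cholesterol synthesis, Tm7sf2 alone has a name and fell by 0.26 on the log2 scale (SE 0.0689), no longer passing with the replicate block or without wild-type replicate 1, 2 or 4 or Mecp2 ZFN/y replicate 1 or 3 (adjusted p 0.0716 to 0.106 from edgeR). None of 24 hypothalamic transcription factors has a name here.

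Of 15 astrocyte markers, 3 have a name; Gfap and Aqp4 fell while Gja1, a connexin, rose from 352 ± 10.2 to 409 ± 31.7 CPM (SD, n = 4 each; log2 fold change 0.22, SE 0.0546), with overlapping genotypes. Gja1 passed with all libraries and without Mecp2 ZFN/y replicate 4, and no longer without any other single library (adjusted p 0.0614 to 0.0928 from edgeR). Of 11 markers of oligodendrocyte precursors, C1ql1 has a name and fell by 0.30 on the log2 scale (SE 0.0716), and no longer passed with the replicate block or without wild-type replicate 3 or 4 or Mecp2 ZFN/y replicate 1 (adjusted p 0.0583 to 0.0757 from edgeR). Of 16 microglia markers, C1qa and C1qc have a name and fell; C1qc, at -0.29 (SE 0.0788), did not pass without any 1 of the 4 wild-type libraries or Mecp2 ZFN/y replicate 1 or 2 (adjusted p 0.0576 to 0.111 from edgeR). Of 16 markers of meningeal fibroblasts, Postn has a name and fell from 3.60 ± 0.715 to 1.69 ± 0.256 CPM (log2 fold change -1.09, SE 0.163). Of 12 choroid plexus markers, Kl has a name and did not pass (4.93 CPM in wild-type and 3.65 CPM in Mecp2 ZFN/y). No member has a name among 15 oligodendrocyte, 15 endothelial and pericyte, 11 ependymal and tanycyte, 12 pituitary and 12 blood cell markers.

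Of 12 striatum markers, 3 have a name: Tac1 and Penk fell and Ppp1r1b rose, by a log2 fold change of -0.28 for Penk (SE 0.0764) and 0.29 for Ppp1r1b (SE 0.0678). Penk no longer passed with the replicate block or without any 1 of the 4 wild-type libraries or Mecp2 ZFN/y replicate 1 or 2 (adjusted p 0.0516 to 0.122 from edgeR), nor Ppp1r1b without wild-type replicate 1, 2 or 4 or Mecp2 ZFN/y replicate 1 or 2 (0.0503 to 0.0696). Of 12 cortex and hippocampus markers, 2 have a name, and Mef2c and Lamp5 rose, Lamp5 by 0.39 (SE 0.0830), which no longer passed without wild-type replicate 1 or Mecp2 ZFN/y replicate 1 (adjusted p = 0.0503 and 0.0531 from edgeR).

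Among the largest changes that are not described beside the paper's results, Egln3, an oxygen-sensing hydroxylase, rose from 22.7 ± 2.33 to 44.6 ± 7.01 CPM (SD, n = 4 each; log2 fold change 0.98, SE 0.111), F1M749_RAT by 0.91 (SE 0.103) and Esrrb, a nuclear receptor, by a fold of 2.00. Esrrb no longer passed without wild-type replicate 1 or 2 (adjusted p = 0.0502 and 0.0512 from edgeR). Serpinb1b fell by 1.42 on the log2 scale (SE 0.241), Pappa2, a protease of growth factor binding proteins, had a log2 fold change of -1.89 (SE 0.507) and ENSRNOG00000012575, which has no name, of -1.44 (SE 0.371). Pappa2 did not pass with DESeq2 (adjusted p = 0.0554), with the replicate block or without any 1 of the wild-type libraries or Mecp2 ZFN/y replicate 1 or 2 (0.0534 to 0.108 from edgeR). ENSRNOG00000012575 did not pass with the rewritten nbinomTest (adjusted p = 0.167) or without wild-type replicate 1, 3 or 4 or Mecp2 ZFN/y replicate 1 or 2 (0.0520 to 0.0891 from edgeR). Of the first genes of the lists and tables, Kcnab1 (0.45), Kcnip4 (0.34) and Robo2 (0.29) rose and LOC686123 (-0.79), Ccdc184 (-0.31) and Gabra3 (-0.25) fell on the log2 scale, and Gabra3 no longer passed without Mecp2 ZFN/y replicate 2 or with the replicate block (adjusted p = 0.0515 and 0.0592 from edgeR).

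Of the 15131 tested genes that did not pass edgeR's test, 19 with a mean of at least 3 CPM differed by more than 1 on the log2 scale between genotypes (adjusted p 0.0887 to 0.377 from edgeR), and none of them has a name here. In 15 the mean was lower in Mecp2 ZFN/y and in 4 it was higher. Of the 15, 13 were highest in wild-type replicate 1, and 14 were lowest in Mecp2 ZFN/y replicate 1 or 4. ENSRNOG00000011292 had 139.5, 124, 77.4 and 53.2 CPM in wild-type replicates 1 to 4 and 23.0, 61.9, 85.5 and 24.9 CPM in Mecp2 ZFN/y replicates 1 to 4, and ENSRNOG00000016346 had 35.9, 34.7, 39.0 and 88.8 CPM in wild-type replicates 1 to 4 and 106, 162, 110.0 and 37.0 CPM in Mecp2 ZFN/y replicates 1 to 4. Mmp14, which passed edgeR's test, was likewise highest in wild-type replicate 1 and lowest in Mecp2 ZFN/y replicates 1 and 4. Pappa2, which also passed, was lowest in the same Mecp2 ZFN/y libraries. No explanation of this pattern was tested. The planned comparison of the fold changes of long and short genes was not run, because no gene lengths of the authors' annotation were used here.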
